# Autophagy is a gatekeeper of hepatic differentiation and carcinogenesis by controlling the degradation of Yap

**DOI:** 10.1038/s41467-018-07338-z

**Published:** 2018-11-23

**Authors:** Youngmin A. Lee, Luke A. Noon, Kemal M. Akat, Maria D. Ybanez, Ting-Fang Lee, Marie-Luise Berres, Naoto Fujiwara, Nicolas Goossens, Hsin-I Chou, Fatemeh P. Parvin-Nejad, Bilon Khambu, Elisabeth G. M. Kramer, Ronald Gordon, Cathie Pfleger, Doris Germain, Gareth R. John, Kirk N. Campbell, Zhenyu Yue, Xiao-Ming Yin, Ana Maria Cuervo, Mark J. Czaja, M. Isabel Fiel, Yujin Hoshida, Scott L. Friedman

## Abstract

Activation of the Hippo pathway effector Yap underlies many liver cancers, however no germline or somatic mutations have been identified. Autophagy maintains essential metabolic functions of the liver, and autophagy-deficient murine models develop benign adenomas and hepatomegaly, which have been attributed to activation of the p62/Sqstm1-Nrf2 axis. Here, we show that Yap is an autophagy substrate and mediator of tissue remodeling and hepatocarcinogenesis independent of the p62/Sqstm1-Nrf2 axis. Hepatocyte-specific deletion of Atg7 promotes liver size, fibrosis, progenitor cell expansion, and hepatocarcinogenesis, which is rescued by concurrent deletion of Yap. Our results shed new light on mechanisms of Yap degradation and the sequence of events that follow disruption of autophagy, which is impaired in chronic liver disease.

## Abstract (web summary)

Increased levels of the Yap oncoprotein stimulate liver growth and promote hepatocarcinogenesis. Here the authors show that hepatocyte-specific loss of *Atg7* in mice leads to decreased autophagic degradation of Yap and liver overgrowth, and further establish this association in human liver cancer tissues.

## Introduction

Hepatocellular carcinoma (HCC) is the third leading cause of cancer-related mortality worldwide^1^ with a rising incidence attributed to advanced liver disease from multiple etiologies^2^. HCC develops as a multistep process on a background of chronic liver injury leading to inflammation, stromal activation, fibrosis, and regeneration^3^. Pathways involved in the malignant transformation of hepatocytes from dysplastic nodules to early stage HCC include oxidative stress responses, deregulation of the protein folding machinery and dedifferentiation with reexpression of fetal genes^4,5^.

Autophagy, a nexus of metabolic homeostasis in liver is typically impaired during chronic injury, leading to reduced clearance of cellular constituents, and dysregulated mitochondrial and cellular integrity^6–8^. Although reduced autophagy is a feature of chronic liver disease, mechanisms linking autophagy loss to carcinogenesis are not fully clarified^1–5,8–13^.

Autophagy has a dual role in cancer. During tumor initiation autophagy removes damaged organelles and reactive oxygen species to maintain genomic stability and promote oncogene-induced senescence, thereby inhibiting malignant transformation. However, in advanced tumors and metastases autophagy may promote tumor cell survival in low-nutrient conditions and chemotherapy-induced stress^14,15^.

Autophagy’s role in liver is primarily tumor-suppressive, yet its full activity in hepatocarcinogenesis is unclear. Rodent models with liver-specific deletion of the autophagy-related proteins 5 (*Atg5)*^16^ or *Atg7*^17–19^ display hepatic metabolic dysfunction with steatosis, ER stress and marked hepatomegaly and develop benign tumors (adenomas), but not HCCs. Central to this phenotype is signaling by p62/Sqstm1-Keap1-Nrf2, because loss of either p62/Sqstm1^20^ or Nrf2 in autophagy-deficient double knock out mice normalizes liver size^16,21^ and decreases tumorigenesis in p62/Sqstm1/Atg7 DKO mice^18^. When autophagy is impaired, the autophagy adaptor protein p62/Sqstm1 accumulates and binds Kelch-like protein 1 (KEAP1), a negative regulator of the oxidative master regulator nuclear factor erythroid 2-related factor 2 (NRF2, *NFE2L2*). NRF2 stabilization leads to a deleteriously high antioxidative response with induction of downstream targets such as NAD(P)H quinone oxireductase 1 (Nqo1) or gluthathion S-transferase 1 (Gst1) exacerbating liver injury and metabolic reprogramming^22^. The p62/Sqstm1-Keap1-Nrf2 axis has been thus identified as the pathway linking autophagy inhibition in the liver to hepatomegaly and tumorigenesis. However, the current paradigm does not account for the dramatic tissue remodeling and progenitor cell activation within autophagy deficient livers prior to the onset of cancer.

Yap is the major nuclear effector of the Hippo signaling pathway and mediates organ size control, proliferation, differentiation, and stemness. Yap can be activated by multiple stimuli including DNA damage^23^, ER stress^24^, and mechanical/shear stress^25^, but its inhibition is tightly regulated and includes signaling by the Hippo core kinase cassette^26^. Yap may also be inhibited by cytoplasmic sequestration by dystrophin–glycoprotein complex^27^ or Yap/Amot, which can result in the translocation of Yap to the cytoplasm or to cell junctions^28,29^. Upon its activation, Yap translocates into the nucleus, where it interacts with Tead1–4 as transcriptional co-activators to promote a range of biologic activities, including cell survival, proliferation, polarity, and, most importantly, organ size control^30^. Liver-specific deletions of Hippo pathway components (e.g., *Mst1/2, Sav1, Nf2*) or overexpression of *Yap*, lead to prominent hepatomegaly, progenitor cell expansion and hepatocarcinogenesis^31–34^. Ectopic overexpression of Yap in hepatocytes promotes their plasticity, with dedifferentiation to a cholangiocytic phenotype^35^.

Yap activation is an early event in liver cancer development^36^. Up to 65% of HCCs harbor dysregulation of the Hippo/Yap pathway, which is associated with a significantly poorer prognosis^37,38^. Strikingly, despite comprehensive efforts, no germline or somatic mutations have been uncovered^39^. Thus, mechanisms underlying Yap dysregulation in hepatocarcinogenesis remain obscure.

Here, we identify Yap as an autophagy substrate and as an essential downstream mediator of tissue remodeling, progenitor cell activation and hepatocarcinogenesis in autophagy-deficient livers. Our results shed new light on mechanisms of Yap dysregulation in HCC by implicating impaired autophagy as a potential driver of Yap stabilization and activity. Because autophagy is impaired chronic liver disease, the findings provide a potential basis for enhanced Yap activity associated with hepatocarcinogenesis^7,40^.

## Results

### Autophagy maintains hepatic organ size and differentiation

To explore the mechanisms underlying autophagy’s regulation of hepatic growth and tumorigenesis, we generated mice with conditional deletion of Atg7 in hepatocytes (*Albumin-CRE:Atg7*^*F/F*^ *mice*) (Fig. 1a). Consistent with earlier studies^18,19,41^ mice with liver-specific deletion of the autophagy-related protein 7 (Atg7) displayed massive hepatomegaly with up to 8.5 fold increased relative liver weight compared to CRE negative littermates at 3 months of age (Supplementary Fig. 1A, B, C). By histological analysis, hypertrophic and hyperplastic hepatocytes were prominent with a marked thickening of hepatocyte plates that were composed of at least 2–3 cells instead of single cells based on HE staining and on the pattern of cell membranous staining for β-catenin (Supplementary Fig. 1D, F). Hepatocytes were markedly dedifferentiated based on HNF4α staining (Fig. 1b) and whole liver RNA array analysis in which hepatocyte-specific genes including *Albumin, Transthyretin* and complement factors (*C2, C3*) were significantly downregulated (Fig. 1c). 

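The RNA behind these comparisons came from whole livers of mice 2 months old and was measured on 12 MouseWG-6 v2.0 arrays, each with 45281 probes whose brightness follows the amount of the matching transcript. The arrays held 4 livers of Atg7 KO mice (Alb-CRE:Atg7F/F), 4 livers of CRE-negative control mice and 4 livers of a further group, in which the Cre recombinase is driven by Olig1, a gene of the oligodendrocyte lineage. The sample labels call both Cre groups conditional knockouts of Atg7, and the paper's text does not mention the Olig1-Cre mice. All 4 Atg7 KO livers were male, whereas the control group and the Olig1-Cre group each held 1 male and 3 female livers. A fit of Atg7 KO and control livers with sex as a covariate therefore rests on the male control, replicate 1, and gives the log2 fold changes against it. The setting of males alone compares Atg7 KO livers with that control and the male Olig1-Cre liver. Of the controls, 2 came from the Alb-Cre line and 2 from the Olig1-Cre line, and each of the 2 chips held 2 arrays of every group. The only male control and the only male Olig1-Cre liver were both on chip 1, so that on chip 2 these groups were female. Differences between the chips are therefore also differences in the sex of the livers. The Atg7 probe was detected above background on 2 of the 12 arrays, those of Atg7 KO replicate 3 and control replicate 2. Its log2 signal was 4.56, 4.33, 4.62 and 4.41 in Atg7 KO replicates 1 to 4, 4.23, 5.70, 4.24 and 4.29 in the controls and 4.49, 4.29, 4.37 and 4.41 in the Olig1-Cre livers. It lies too near the background to check the genotypes, and its position relative to the deleted part of the gene is not given in the sources used here. Transcripts of the sex chromosomes matched the labelled sex on 12 of 12 arrays.
The authors deposited signals that had not been normalized, each with a detection p-value, together with a table of log2 values. The methods name a cubic spline in GenePattern and give no settings for it, while the submitters' processing notes name GenomeStudio and limma. The signals were corrected for background and quantile-normalized here with limma's neqc, which gave values within 0.027 of the deposited log2 values. Probes detected on at least 4 arrays were kept and a gene's value was the median of its probes, as in the methods, which left 10711 genes. The share of probes detected ran from 39.8% to 43.9% in the Atg7 KO arrays (median 41.8%), from 39.1% to 41.9% in the Olig1-Cre arrays (40.4%) and from 34.2% to 37.8% in the control arrays (37.3%). It was lowest on control replicate 1, the male control. Before normalization the median probe signal was 93.6 to 96.9 in the Atg7 KO arrays, 88.8 to 95.3 in the Olig1-Cre arrays and 79.8 to 90.6 in the control arrays, a shift that quantile normalization removes. Groups were compared with limma, with p-values adjusted over all genes by the Benjamini-Hochberg procedure. The gene lists were drawn up from general knowledge before the data were examined. Where a gene was not detected on any array of a group, its fold change is given as a lower bound, taken against the lowest signal among the detected probes of each array or the gene's own signal, whichever was higher.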

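In the livers of Atg7 KO mice, with quantile-normalized arrays, most enzymes of gluconeogenesis, amino acid breakdown and the urea cycle and most clotting factors were lower than in control livers (n = 4 per group), while 12 of 16 complement genes did not pass the test. Of 13 genes of gluconeogenesis and amino acid breakdown, 12 fell and none rose, and all 13 fell when adjusted over the list alone. Hal, which starts the breakdown of histidine, had a log2 fold change of -2.30 (SE 0.20, adjusted p = 2.14e-05 from limma). Hpd, an enzyme of tyrosine breakdown, was at -2.08 (SE 0.18, adjusted p = 2.20e-05). Of 8 urea cycle genes, 6 fell and none rose (7 fell when adjusted over the list alone). Otc, which makes citrulline, was among them (-1.80, adjusted p = 0.000238). Of 20 genes of coagulation and fibrinolysis, 14 fell and 1 rose (16 and 1 when adjusted over the list alone). Clotting factor F7 fell (log2 fold change -1.51, SE 0.18, adjusted p = 0.000177) and Pros1, an anticoagulant cofactor, rose (0.89, adjusted p = 0.000246). Of 27 other plasma proteins and apolipoproteins, 11 fell and none rose (14 fell when adjusted over the list alone). Igfals, the subunit that keeps insulin-like growth factors in plasma, was at -2.26 (SE 0.32, adjusted p = 0.000442). The 4 complement genes that fell (3 when adjusted over the list alone) included C8g, a part of the membrane attack complex (log2 fold change -1.34, SE 0.17, adjusted p = 0.000211), and Masp2, a protease of the lectin pathway (-0.89, adjusted p = 0.000287). Of 17 liver transcription factors, 10 fell and 1 rose, also when adjusted over the list alone. The xenobiotic receptor Nr1i3 fell (log2 fold change -2.02, SE 0.25, adjusted p = 0.000190) and Gata6 rose (0.75, adjusted p = 0.00533). Of 17 genes of bile acid synthesis and transport, 8 fell and 2 rose, also when adjusted over the list alone. The bile acid importer Slc10a1 fell (-1.88, adjusted p = 2.20e-05), whereas the exporter Abcc2 (0.74, adjusted p = 0.00362) and the oxidase Acox2 (0.74, adjusted p = 0.0181) rose. Of 7 fetal liver genes, 4 rose and none fell on either adjustment, among them the glypican Gpc3 (log2 fold change 3.06, SE 0.29, adjusted p = 3.76e-05). Pros1, Gata6, Abcc2 and Acox2 were named after their values were seen. With the arrays scaled to 1 median in place of quantiles, a setting that raises the median of all genes by 0.59, the adjusted p from limma was 0.0624 for F7 and 0.475 for Masp2. The numbers of genes that rose and fell in limma were then 0 and 4 for gluconeogenesis and amino acid breakdown. They were 0 and 1 for the urea cycle, 1 and 1 for coagulation and 1 and 2 for other plasma proteins. They were 2 and 1 for complement and for transcription factors, 2 and 3 for bile acids and 4 and 0 for fetal genes. Most of the calls of lower hepatocyte genes were thus not kept with this scaling. At most 43.9% of the probes of an array were detected, so that the median probe it is set by lay at background. Of all 3732 calls, limma kept 2226 with this scaling. It kept 3725 with the deposited values, 3341 with a cubic spline and 3346 with quantiles without background correction, which bring the arrays to 1 distribution.
Of the 9 genes in the heat map of Fig. 1c, 8 could be tested, and of these 1 rose, 4 fell and 3 did not pass the test in limma. Dpp4, a peptidase of the bile canaliculus, had a log2 value of 9.77 ± 0.17 (SD, n = 4) in Atg7 KO and 10.67 ± 0.16 in control livers (log2 fold change -0.90, SE 0.14, adjusted p = 0.000645). The thrombin precursor F2 changed by -0.56 (SE 0.13, adjusted p = 0.00873). The Alb gene for albumin fell from 5.48 ± 0.22 to 4.69 ± 0.17 (log2 fold change -0.79, SE 0.15, adjusted p = 0.00227), on a single dim probe that was detected on 3 of the 4 Atg7 KO arrays. So dim a probe is weak evidence on the amount of albumin transcript. Afp, the fetal counterpart of albumin, was at least 3.10-fold higher in Atg7 KO livers (adjusted p = 0.0203 from limma) and was not detected on any control array. G6pc, which releases glucose from the liver, had a log2 fold change of -1.21 (SE 0.41, adjusted p = 0.0429). Its adjusted p lay between 0.0669 and 0.112 in limma when Atg7 KO replicate 2, 3 or 4 or control replicate 1, 3 or 4 was left out. Ttr, the thyroid hormone carrier transthyretin, was at 13.64 ± 0.063 in Atg7 KO and 13.82 ± 0.041 in control livers. Its log2 fold change was -0.17 (SE 0.11, adjusted p = 0.236 from limma). The highest deposited log2 value is 14.16, so that Ttr lies near the top of the range. Whether its change is compressed there was not tested. Fga, a fibrinogen chain, had a change of -0.31 (adjusted p = 0.0824), and Hnf4a, a master regulator of hepatocyte genes, one of -0.37 (SE 0.17, adjusted p = 0.107). Complement gene C2, which the text names, was at 0.13 (SE 0.17, adjusted p = 0.588), and no probe is named for C3. All 4 Atg7 KO values lay on one side of all 4 control values for Afp, Fga, F2, Ttr, Alb and Dpp4 (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow, and 0.0468 when adjusted over the 18 genes tested so). They overlapped for G6pc (exact p = 0.0857), Hnf4a (exact p = 0.114) and C2 (exact p = 0.486). Scaling to 1 median ended the calls of F2, Alb, Dpp4 and G6pc (adjusted p from limma 0.511, 0.305, 0.402 and 0.121). F2 passed neither with sex as a covariate (adjusted p = 0.0625) nor within chip 1 (0.0871) or chip 2 (0.137), Alb did not pass within chip 2 (0.0974), and G6pc passed neither with chip as a block (0.0533) nor within chip 1 (0.434).
Set against all other genes with limma's camera at a preset correlation between genes, the lists of gluconeogenesis and amino acid breakdown (median log2 fold change -1.21, adjusted p = 2.07e-07), coagulation (-0.59, adjusted p = 1.14e-06), other plasma proteins (-0.36, adjusted p = 2.88e-05), the urea cycle (-0.90, adjusted p = 9.58e-05) and bile acids (-0.54, adjusted p = 0.00201) were lower. In the same order, their adjusted p with an estimated correlation was 0.108, 0.125, 0.110, 0.159 and 0.108. With the scaling to 1 median, their medians were -0.56, -0.21, -0.10, -0.53 and -0.19, or -1.15, -0.80, -0.69, -1.12 and -0.78 relative to all genes. The liver transcription factors were lower too (-0.69, adjusted p = 0.00138, and adjusted p = 0.108 with an estimated correlation). Scaling to 1 median puts them at 0.11, or -0.48 relative to that median. The complement list did not pass the test (-0.33, adjusted p = 0.0721, and 0.550 with an estimated correlation) and was at 0.23 with that scaling, or -0.36 relative to all genes. Among other settings, camera passed it with that scaling (adjusted p = 0.00229), with sex as a covariate (-0.75, adjusted p = 0.00948) and without Atg7 KO replicate 2 (adjusted p = 0.0241) or 4 (adjusted p = 0.0291) or control replicate 4 (adjusted p = 0.0483). The fetal liver list did not pass either (0.36, adjusted p = 0.111, and 0.472 with an estimated correlation). Camera passed it with detection asked on all arrays of a group (1.25, adjusted p = 0.0330), with the brightest probe of a gene (0.42, adjusted p = 0.0496), with sex as a covariate (0.53, adjusted p = 0.0492), also in all 12 arrays (0.52, adjusted p = 0.0459), and with males alone (0.47, adjusted p = 0.0392). Camera called the same lists with chip as a block, which cannot move a median here, as each chip holds 2 arrays of every group. Within chip 1 and chip 2 they were -1.54 and -1.15 for gluconeogenesis and amino acid breakdown, -0.65 and -0.67 for coagulation, -0.36 and -0.31 for other plasma proteins and -0.96 and -0.78 for the urea cycle. For the other lists they were -0.67 and -0.46 for bile acids, -0.68 and -0.52 for transcription factors, -0.25 and -0.23 for complement and 0.50 and 0.22 for fetal genes. Of 21 macrophage and neutrophil markers, 18 rose with the genotype (19 when adjusted over the list alone). Their median was 1.17 (1.08 and 1.25 within the chips), with an adjusted p = 4.15e-09 from camera, and adjusted p = 0.125 with an estimated correlation. From the staining for HNF4α and the lower array values of hepatocyte genes, the paper concludes that the hepatocytes of Atg7 KO mice were dedifferentiated.

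**Figure D1:**
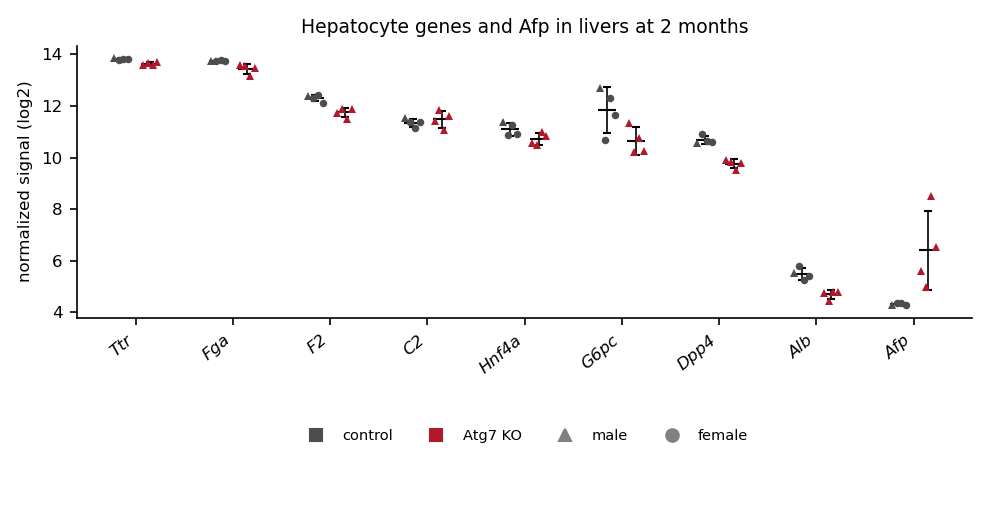
Log2 array values (vertical axes) of the tested genes of Fig. 1c and of C2 in control and Atg7 KO livers, with each liver as a triangle (male) or a circle (female) and bars for the mean and SD of 4 livers. Dpp4 lies at 9.77 on average in Atg7 KO livers and at 10.67 in control livers, and Ttr at 13.64 and 13.82.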

Immunostaining showed Epcam^+^ progenitor cell expansion (Fig. 1d). Blinded histologic scoring demonstrated increased lobular and portal inflammation, steatosis and ballooning (Supplementary Fig. 1E) and significant fibrosis (Supplementary Fig. 1G, H). Hepatocyte proliferative activity was markedly increased as assessed by Ki67 staining and quantification (Supplementary Fig. 1I, J). All Atg7 KO mice developed dysplastic nodules at 8 months, which progressed to HCC at 12 months (Supplementary Fig. 2A, B, C). In contrast to previous reports^17^, tumors had typical features of HCCs including pseudoglandular transformation, loss of reticulin staining and diffuse Gst1 staining^42^ (Supplementary Fig. 2D, E).

**Fig. 1:**
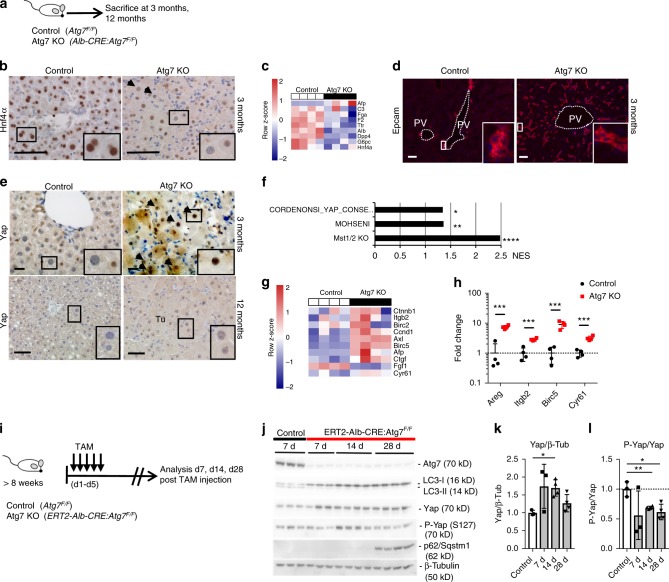
Autophagy maintains Hippo/Yap pathway in liver. **a** Control (*Atg7*^*F/F*^) and Atg7 KO mice (*Alb-CRE:Atg7*^*F/F*^) were analyzed at 3 months (*n* = 4) and 12 months of age (*n* = 6 and 7 respectively). **b** Immunostaining for HNF4α in control and Atg7 KO mice. **c** Gene expression array analysis of whole liver RNA from controls and Atg7 KO animals. Data indicate row *z*-scores. **d** Immunostaining for Epcam in control and Atg7 KO mice. **e** Immunostaining for Yap in control and Atg7 KO liver sections at 3 months and 12 months. Tu, tumor. **f** Gene set enrichment analysis for enrichment of Hippo/Yap gene signatures and plotting of NES scores. NOM *P*-value *P < 0.05, **P = 0.001, ****P < 0.0001. NES, normalized enrichment score. **g** Gene expression array analysis of whole liver RNA from controls and Atg7 KO for Yap downstream targets. Data indicate row-*z* scores. **h** qRT-PCR analysis of whole liver RNA from control and Atg7 KO mice at 3 months for Yap downstream targets. Data normalized to *Gapdh* mRNA expression and expression in control mice. Data represent two independent experiments. Mean ± SD. **P < 0.01, ***P < 0.001 by two tailed *t*-test. **i** Tamoxifen (TAM)-inducible, hepatocyte-specific Atg7 KO (*ERT2-Alb-CRE:Atg7*^*F/F*^) and respective controls were analyzed 7, 14, and 28 days after TAM injection. **j** Immunoblotting of whole liver lysates from control and Atg7 KO mice, 7, 14, and 28 days after tamoxifen injection. **k** Quantitative band densitometry of Yap and β-tubulin immunoblots normalized to Yap/β-tubulin ratios in control mice. **P < 0.005 by two tailed *t*-test compared to controls. **l** Band densitometry of P-Yap and Yap immunoblots normalized to P-Yap/Yap ratios in control mice. **P < 0.005 and *P < 0.05 by two tailed *t*-test compared to controls. Scale bar 100 µm. Insets in **b**, **d**, **e** in the lower right corners correspond to small boxes within the associated lower magnification images

### Autophagy maintains hepatic Hippo tumor suppressor pathway

Yap is a key regulator of hepatocellular fate^35^, stem cell renewal, and liver size with overexpression or dysregulation of the Hippo/Yap signaling pathway leading to liver outgrowth, progenitor cell expansion and tumorigenesis^32,34^. We thus analyzed livers of Atg7 KO mice at 3 months and tumors at 12 months of age and found increased cytoplasmic and nuclear Yap (Fig. 1e). consistent with activation of the Hippo pathway effector. Primary hepatocytes isolated from Atg7 KO mice also displayed increased nuclear Yap staining (Supplementary Fig. 3B). 

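Most genes known to be driven by Yap and its paralog Taz were higher in Atg7 KO than in control livers, while the transcripts of Yap and Taz themselves did not pass the test (n = 4 per group). Of 37 measured Yap and Taz target genes, 22 rose and 1 fell at an adjusted p under 0.05 from limma (23 and 2 when adjusted over the list alone). The list holds 8 genes that the paper shows from these livers, which are not independent evidence of its direction, and of the other 29 genes 17 rose and none fell. Sox9, a transcription factor of bile duct and progenitor cells, had a log2 fold change of 2.23 (SE 0.22, adjusted p = 4.51e-05 from limma). The secreted glycoprotein gene Fstl1 was at 1.77 (SE 0.27, adjusted p = 0.000646), and Fgf1, a growth factor gene, fell. Yap1 was at -0.14 (SE 0.15, adjusted p = 0.501) and Wwtr1, the gene for Taz, at 0.26 (SE 0.24, adjusted p = 0.444). Of 19 members of the Hippo pathway, which restrains Yap, 6 rose and 1 fell, also when adjusted over the list alone. Those that rose included Tead1, the DNA-binding partner of Yap (log2 fold change 1.20, SE 0.15, adjusted p = 0.000220), and Ptpn14, a phosphatase that binds Yap (at least 1.18-fold higher, adjusted p = 0.00357). The gene that fell was Vgll4, which competes with Yap for Tead proteins (log2 fold change -0.96, SE 0.20, adjusted p = 0.00427).
The median log2 fold change was 0.82 for the target genes (camera at the preset correlation, adjusted p = 1.91e-06, and adjusted p = 0.207 with an estimated correlation) and 0.14 for the pathway members (adjusted p = 0.331 from camera, and 0.416 with an estimated correlation). Within chip 1 and chip 2 the medians were 0.88 and 0.88 for the target genes and 0.18 and 0.097 for the pathway members. Markers of other cells rose in the same livers, 19 of 23 genes of fibrosis and stellate cells (median 1.34) and 18 of 21 macrophage and neutrophil markers (1.17), so that whole-liver values do not tell from which cells the target transcripts came. The target and pathway lists were drawn up here, and the published Yap signatures were not used here. With the arrays scaled to 1 median, Yap1 turned to 0.74 (adjusted p = 0.0207 from limma), and the target genes were 0.77 above the median of all genes. The numbers of genes that rose and fell in limma were then 28 and 0 for the target genes and 14 and 0 for the pathway members.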

Gene set enrichment analysis (GSEA) of the livers’ transcriptome revealed significant enrichment of Yap activation signatures previously identified in Mst1/Mst2 KO mice^43^ and in human cancer cells^44,45^ (Fig. 1f). 

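Of the 10 genes in the heat map of Fig. 1g, 6 rose, 1 fell and 3 did not pass the test when Atg7 KO livers were set against control livers (4 mice per group, limma). Birc5, which encodes the apoptosis inhibitor survivin, rose from a log2 value of 4.49 ± 0.22 (SD, n = 4) in control to 6.61 ± 0.37 in Atg7 KO livers (log2 fold change 2.12, SE 0.19, adjusted p = 2.82e-05). The receptor tyrosine kinase Axl rose from 9.05 ± 0.21 to 10.53 ± 0.13 (log2 fold change 1.48, SE 0.14, adjusted p = 3.76e-05). Ccn2, the gene for connective tissue growth factor (Ctgf), had a log2 fold change of 1.91 (SE 0.44, adjusted p = 0.00711). Ccn1, the gene for the matricellular protein Cyr61, had one of 0.87 (SE 0.18, adjusted p = 0.00431). The cyclin gene Ccnd1 was at 11.03 ± 0.39 in Atg7 KO and 9.61 ± 1.13 in control livers (log2 fold change 1.42, SE 0.47, adjusted p = 0.0384). Afp was the remaining gene that rose, from 4.32 ± 0.05 to 6.41 ± 1.53. Fgf1, a fibroblast growth factor gene, fell from 8.36 ± 0.17 to 7.10 ± 0.25 (log2 fold change -1.25, SE 0.15, adjusted p = 0.000186). The values of β-catenin gene Ctnnb1 (log2 fold change 0.23, SE 0.13, adjusted p = 0.206), the leukocyte integrin gene Itgb2 (log2 fold change 0.26, SE 0.19, adjusted p = 0.324) and the ubiquitin ligase gene Birc2 (log2 fold change 0.05, SE 0.16, adjusted p = 0.831) did not pass the test. The 4 probes of Ctnnb1 ran from -0.41 to 0.35 and the 4 of Birc2 from -0.28 to 0.95, the only genes of Fig. 1g whose probes differ in sign. No probe is named for Areg.
In a two-sided exact permutation test, Axl, Birc5, Ccn2, Fgf1 and Ccn1 reached p = 0.0286, Ccnd1 and Ctnnb1 p = 0.114, Itgb2 p = 0.286 and Birc2 p = 0.857. The call of Ccnd1 lies near the threshold, as limma kept it in 2 of the 8 fits without 1 array. Its adjusted p from limma was 0.0769, 0.0932 or 0.0678 without Atg7 KO replicate 1, 3 or 4. Without control replicate 1, 2 or 3 it was 0.0825, 0.0921 or 0.0839. With chip as a block, all 7 calls were kept, and within chip 2 alone the adjusted p was 0.291 for Ccnd1, 0.101 for Ccn2 and 0.116 for Ccn1 from limma. With sex as a covariate, Ccn2 had an adjusted p of 0.156 and Afp of 0.152 in limma, and Afp had one of 0.0521 within chip 1. Scaling to 1 median ended the call of Fgf1 (adjusted p = 0.221 from limma) and led to calls of Ctnnb1 (log2 fold change 0.97, adjusted p = 0.00606) and Birc2 (0.79, adjusted p = 0.0251).

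**Figure D2:**
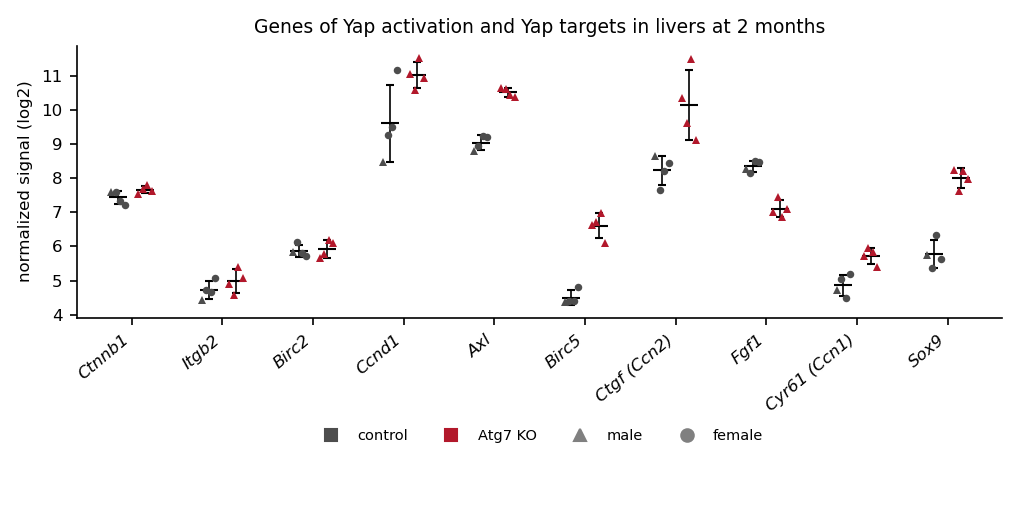
Log2 array values (vertical axes) of genes of Yap activation and Yap targets in control and Atg7 KO livers, with each liver as a triangle (male) or a circle (female) and bars for the mean and SD of 4 livers. Birc5 lies at 6.61 on average in Atg7 KO livers and at 4.49 in control livers, and Fgf1 at 7.10 and 8.36.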

Significant induction of genes associated with Yap activation and Yap target genes was confirmed by gene array (Fig. 1g) and qRT-PCR (Fig. 1h).

To analyze the immediate response to Atg7 deletion, we generated an inducible conditional Atg7 KO mice by crossing Atg7 floxed mice into the tamoxifen-inducible CRE line driven by the Albumin promoter^46,47^ (Fig. 1i). This model allows for time dependent, hepatocyte-specific gene deletion in adult liver. Immunoblotting of whole liver lysates from tamoxifen-inducible, conditional Atg7 KO mice revealed increased total Yap protein within 7 days post tamoxifen injection, concomitant with effective Atg7 deletion and abrogation of autophagy characterized by reduced conversion of LC3-I to LC3-II (Fig. 1j). In contrast, protein levels of the Yap paralog Taz/Wwtr1 were consistently increased from 14 d (Supplementary Fig. 3D). Immunostaining for Taz/Wwtr1 showed significant staining in non-parenchymal cells rather than hepatocytes (Supplementary Fig. 3E). P62/Sqstm1, a selective autophagy adaptor protein, which accumulates upon inhibition of autophagy^7^ and which mediates Nrf2 stabilization via Keap1^21^ was increased at 28 days post tamoxifen injection, indicating that the early increase in Yap at d7 is independent of p62/Sqstm1 (Fig. 1j). Quantitative band densitometry showed significantly increased Yap/β-Tubulin and decreased P-Yap/Yap ratios, consistent with Yap activation (Fig. 1k, l).

### Yap is degraded by autophagy

The Hippo/Yap signaling pathway contains a highly conserved core kinase cassette which, when engaged, phosphorylates and inactivates Yap by βTrCP-mediated proteasomal degradation^38,48^. Yap may also be inactivated by sequestration in the cytoplasm^27,28,32^. Since previous data indicated normal proteasomal activity in autophagy-deficient neurons^49^ we hypothesized that Yap is degraded by autophagy. To test our hypothesis, we stably infected the murine hepatocyte line AML12 with lentiviral shRNAs (scrambled or shAtg7^50^) and verified *Atg7* knockdown by qRT-PCR and immunoblotting (Supplementary Fig. 4A, B, C). shAtg7-AML12 cells displayed increased p62/Sqstm1 typical of autophagy inhibition and increased nuclear Yap localization by immunofluorescence (Fig. 2a), which was also verified by immunoblotting Yap in cytoplasmic and nuclear fractions (Fig. 2b). Gapdh and Nucleoprotein p62 (Nup62) (nuclear Nup62 62 kD, cytoplasmic precursor 61 kD protein)^51^ served as markers for the respective fractions. We observed increased nuclear Nup62 in shAtg7 cells despite loading equal amounts of protein per lane, however, increased expression of Nup62 and other nucleoproteins have been described to be cell cycle-regulated with increases of Nup62 from G1 to G2/M phase^52^. Indeed, shAtg7 cells exhibited greater proliferative activity as assessed by [^3^H]-Thymidine incorporation (Fig. 2c) consistent with nuclear Nup62 increase and Yap-mediated proliferation.

**Fig. 2:**
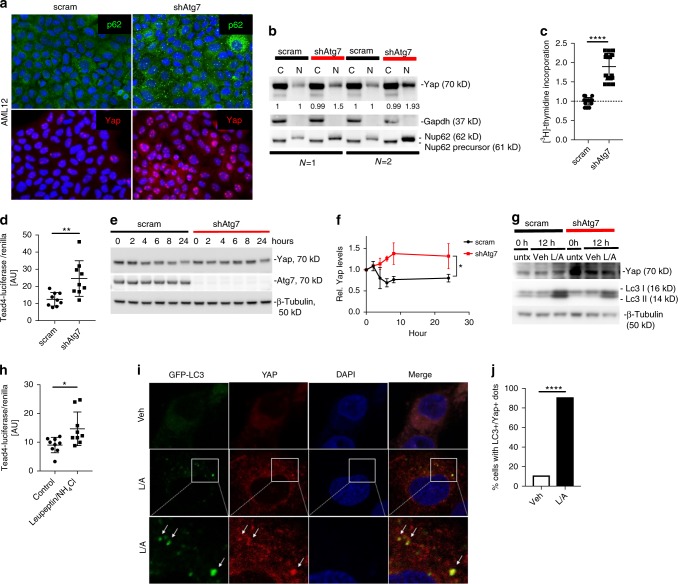
Yap is degraded by autophagy. **a** Immunofluorescence analysis of scram- and shAtg7-AML12-infected cells for p62/Sqstm1 and Yap. **b** Subcellular fractionation of cytoplasmic (C) and nuclear fractions (N) from scram- and shAtg7-infected AML12 cells. Immunoblotting for Yap, Gapdh, Nup62. Results representative of four independent experiments. **c** [^3^H]-Thymidine incorporation assay in scram- and shAtg7-AML12 cells. Mean ± SD. Data from two independent experiments and normalized to scram. Measurements in triplicates. ****P < 0.0001 by two tailed *t*-test. **d** Tead4-Luciferase assay of scram- and shAtg7-infected AML12 cells. Data represent three experiments. Mean ± SD. **P < 0.005 as determined by two tailed *t*-test. **e** Cycloheximide chase assay of scram- and shAtg7-AML12 infected cells. Immunoblotting of whole cell lysates for Yap, Atg7 and β-Tubulin after cycloheximide incubation. **f** Densitometry analysis for Yap. Data normalized to time 0, mean ± SEM. CHX, cycloheximide. *P = 0.030 as determined by paired two tailed *t*-test. **g** Immunoblotting of cell lysates of scram- and shAtg7-AML12 infected cells incubated with Leupeptin/NH_4_Cl or vehicle only. Immunoblotting for Yap, Lc3 I, II and β-Tubulin. Untx, untreated; Veh, vehicle; L/A, Leupeptin/NH_4_Cl; h, hours. **h** Tead4-Luciferase assay of AML12 cells incubated with Leupeptin/NH_4_Cl or vehicle. Data from three independent experiments. Mean ± SD, *P < 0.05 as determined by two tailed *t*-test. **i** Confocal immunofluorescence of THLE5B cells transfected with GFP-LC3 and incubated with Leupeptin/NH_4_Cl or vehicle, staining for YAP and with DAPI for nuclei. **j** Quantitative analysis of cells with LC3^+^/YAP^+^ dots. ****P < 0.0001 as determined by two tailed *t*-test

Similarly, shAtg7-AML12 cells transfected with a Tead4-Luciferase reporter^35^ displayed significantly more luciferase activity compared to controls, consistent with increased Yap activation (Fig. 2d). By cycloheximide chase assay Yap half-life was increased in shAtg7-AML12 cells (Fig. 2e, f) while proteasomal activity was maintained (Supplementary Fig. 4D). We thus tested if Yap is degraded by autophagy. Leupeptin/NH_4_Cl which inhibits lysosomal degradation including autophagy, further increased Yap protein levels in scram-AML12 cells but not in shAtg7-cells (Fig. 2g), confirming that increased Yap levels in shAtg7-cells are a consequence of reduced lysosomal degradation. Furthermore, Tead4-Luciferase activity was significantly increased in AML12 cells incubated with Leupeptin/NH_4_Cl compared to cells incubated with vehicle alone (Fig. 2h). In the human hepatocyte line THLE5B^53^, YAP protein was also increased upon inhibition with the lysosomal inhibitor Leupeptin/NH_4_Cl or by the macroautophagy inhibitor 3-methyladenine (Supplementary Fig. 4E). Increased YAP protein levels and Tead4-Luciferase activity indicative of YAP activation was also observed in shATG5-THLE5B cells (Supplementary Fig. 4J, K). Combined, these result indicate that YAP activation results from a general deficiency in the autophagy pathway rather than from loss of ATG7 alone.

To confirm that YAP colocalized with lysosomes, THLE5B cells were transfected with YAP-DsRed and incubated with Lyso®TrackerGreen, which enabled tracking of Yap and lysosomes. Incubation with Leupeptin increased the appearance of lysosomes and the colocalization of YAP and lysosomes, indicating lysosomal degradation of YAP (Supplementary Fig. 4F, G). Similarly, THLE5B cells transfected with YAP-DsRed and GFP-LC3 also showed colocalization of YAP and autophagosomes upon Leupeptin/NH_4_Cl incubation (Supplementary Fig. 4H,I). Finally, endogenous YAP colocalized with autophagosomes in cells transfected with GFP-LC3 (Fig. 2i, j) upon Leupeptin/NH_4_Cl incubation, further confirming that YAP is degraded by autophagy.

### Yap deletion attenuates hepatomegaly and hepatocarcinogenesis

To determine if Yap drives hepatomegaly and hepatocarcinogenesis in Atg7 KO mice, we generated conditional Atg7 and Yap^54^ double-floxed mice (*Atg7*^*F/F*^*, Yap*^*F/F*^*)* crossed into the tamoxifen-inducible Albumin-CRE line^46^. The use of this system enabled timed and simultaneous hepatocyte-specific knock out of Atg7 and Yap in adult mouse liver. Control (*Atg7*^*F/F*^*, Yap*^*F*/F^) mice, Atg7 KO (*ERT2-Alb-CRE:Atg7*^*F/F*^), Atg7 KO/Yap Het double knock out (*ERT2-Alb-CRE:Atg7*^*F/F*^*, Yap*^*F/wt*^), and Atg7/Yap DKO (*DKO, ERT2-Alb-CRE:Atg7*^*F/F*^*,Yap*^*F/F*^) mice were sacrificed 7, 14, 28 days, and 12 months after tamoxifen injection (Fig. 3a). Deletion of Atg7 led to an immediate liver outgrowth apparent at 2 weeks after tamoxifen injection, which was significantly attenuated by homozygous deletion of Yap in Atg7/Yap DKO (Fig. 3c; Supplementary Fig. 5A-E) and complete normalization at 12 months (Fig. 3b–d; Supplementary Fig. 6B, C). Immunostaining and quantification for BrdU^+^ cells demonstrated significantly increased proliferative activity in Atg7 KO mice at 2 weeks, which was attenuated in Atg7/Yap DKO mice (Supplementary Fig. 5F-H). The attenuation in hepatomegaly was proportionate to the number of Yap alleles deleted (heterozygous or homozygous deletion) at 4 weeks and 12 months following tamoxifen administration (Fig. 3d, Supplementary Fig. 5D). Moreover, tumor size and number were significantly decreased in Atg7/Yap het DKO mice and Atg7/Yap DKO mice compared to Atg7 KO at 12 months after tamoxifen administration (Fig. 3b, e, f, Supplementary Fig. 6D, E) thereby identifying Yap as a driver of liver growth and hepatocarcinogenesis when autophagy is impaired.

**Fig. 3:**
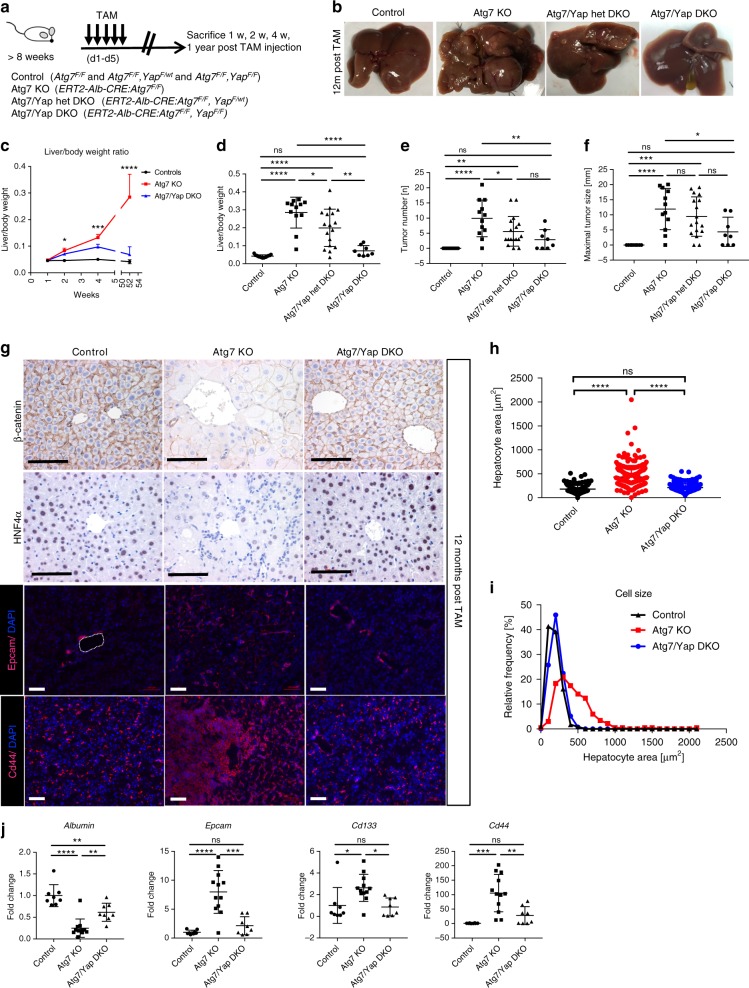
Yap deletion in Atg7 KO mice attenuates hepatomegaly, altered tissue architecture and hepatocarcinogenesis. **a** Control and TAM-inducible, hepatocyte-specific Atg7 KO (*ERT2-Alb-CRE:Atg7*^*F/F*^) and Atg7/Yap het DKO *(ERT2-Alb-CRE:Atg7* ^*F/F*^*, Yap* ^*F/wt*^) and Atg7/Yap DKO (*ERT2-Alb-CRE:Atg7*^*F/F*^*, Yap*^*F/F*^) were analyzed 1 week, 2 weeks, 4 weeks, and 12 months after TAM injection. TAM tamoxifen. *N* = 15, 12, 17, and 8 animals respectively. **b** Gross liver morphology in control, Atg7 KO and Atg7/Yap DKO after 12 months of TAM injection. **c** Liver/body weight ratio 1 week, 2 weeks, 4 weeks, and 12 months after TAM injection of control, Atg7 KO and Atg7/Yap DKO. Stars indicate significant differences between Atg7 KO and Atg7/Yap DKO at the respective time points by one-way ANOVA and Tukey’s HSD. ***P = 0.0001. **d** Liver/body weight ratio in control, Atg7 KO and Atg7 KO/Yap het DKO, Atg7/Yap DKO mice 12 months after TAM induction. ***P < 0.0005. **e** Absolute tumor number per mouse in control, Atg7 KO and Atg7 KO/Yap het DKO, Atg7/Yap DKO mice 12 months after TAM induction. **f** Size of largest tumor size per mouse in control, Atg7 KO and Atg7 KO/Yap het DKO, Atg7/Yap DKO mice 12 months after TAM induction. **g** Immunostaining for β-catenin, HNF4α, Epcam, Cd44 in controls, Atg7 KO and Atg7/Yap DKO 12 months after TAM injection. Scale bar indicates 100 µm. **h** Quantitative analysis of individual hepatocyte areas in controls, Atg7 KO and Atg7/Yap DKO 12 months after TAM injection. *n* = 238, 242, and 273 cells were analyzed, respectively. **i** Frequency distribution analysis of hepatocyte size in controls, Atg7 KO and Atg7/Yap DKO. **j** qRT-PCR analysis of whole liver mRNA from control, Atg7 KO, Atg7/Yap DKO for *Albumin*, *Epcam*, *Cd133*, and *Cd44*, normalized to *Tbp* expression. *N* = 7, 12, and 8 animals, respectively. Data represent mean ± SD. *P*-values analyzed by one-way ANOVA and Tukey’s HSD. *P < 0.05, **P < 0.005, ***P < 0.001, ****P < 0.0001 unless indicated otherwise. ns, not significant

Deletion of Yap in Atg7/Yap DKO mice reduced hepatocyte size (Fig. 3g–i) and significantly improved portal and lobular inflammation, ductular reaction, steatosis, and fibrosis in Atg7/Yap DKO mice (Supplementary Fig. 6F-H). Restored hepatic differentiation was demonstrated by increased immunostaining for HNF4α and qRT-PCR of whole liver RNA for *Albumin* (Fig. 3g, j) in agreement with previous findings linking Yap overexpression to hepatic dedifferentiation^35,55^. In addition, progenitor cell expansion, which is observed with Yap overexpression^35^ was significantly decreased in Atg7/Yap DKO mice as assessed by immunostaining and qRT-PCR for *Cd133*, *Cd44,* and *Epcam* (Fig. 3g, j).

### The p62/Sqstm1-Nrf2 axis is maintained in Atg7/Yap DKO livers

In previous studies the impairment of hepatic autophagy leads to accumulation of p62/Sqstm1, which then stabilizes the transcription factor Nrf2 (NFE2L2, nuclear factor erythroid-2 related factor 2) via Keap1 (Kelch-like ECH associated protein 1) an adaptor of the ubiquitin-ligase complex^21^. Consequently, liver-specific double knockout of either Atg7 or Atg5 and p62/Sqstm1 or Nrf2 abrogates hepatomegaly and attenuates tumorigenesis in p62/Atg7 DKO mice^16,18^. Moreover, p62/Sqstm1 has been recently identified as an independent oncogene in liver^56^. Therefore, we analyzed if p62/Sqstm1-Nrf2-mediated signaling is maintained in Atg7/Yap DKO mice and conversely, if Yap is activated in Atg7/Nrf2 DKO and Nrf2 KO mice. Immunoblotting of whole liver lysates from Atg7 KO mice, Atg7/Yap KO mice, Atg7/Nrf2 DKO, and Nrf2 KO mice^57^ demonstrated increased Nrf2 and p62/Sqstm1 protein in Atg7 KO and Atg7/Yap DKO, but not in Atg7/Nrf2 DKO or Nrf2 KO (Fig. 4a, b). By qRT-PCR analysis of whole liver RNA, Nrf2 downstream targets (*Nqo1, Srxn1*) were increased in both Atg7 KO and Atg7/Yap DKO mice consistent with preserved Nrf2 activation (Fig. 4c). These results indicate intact p62/Sqstm1-Nrf2 mediated signaling in Atg7/Yap DKO and establish Yap as a separate driver of HCC in autophagy-impaired livers. Our results point to an important role of Nrf2 in p62/Sqstm1 homeostasis and Yap activation as Atg7/Nrf2 DKO mice exhibited Yap levels comparable to control mice and did not have evidence of p62/Sqstm1 increase. On mRNA level, Yap target genes *Cyr61 and Areg* were significantly decreased in Atg7/Yap DKO compared to Atg7 KO mice, indicating that loss of Yap is sufficient to decrease Hippo pathway target gene expression despite Taz/Wwtr1. This finding is consistent with reports that Yap inactivation likely has a greater impact on cellular physiology than Taz/Wwtr1^58^.

**Fig. 4:**
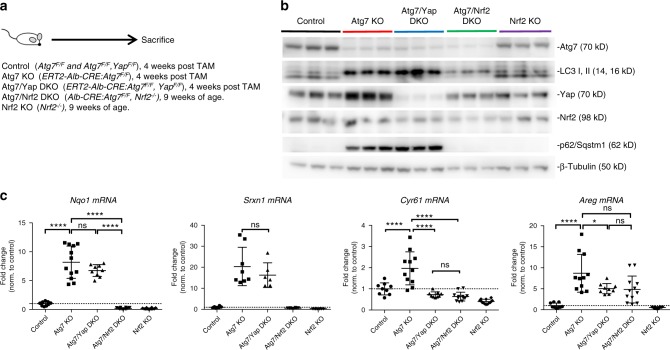
Intact Nrf2 signaling in Atg7/Yap DKO mice; Atg7/Nrf2 DKO mice do not have evidence of increased Yap activation. **a** Analysis of control (*Atg7*^*F/F*^ and*Atg7*^*F/F*^*,Yap*^*F/F*^), Atg7 KO (*ERT2-Alb-CRE:Atg7*^*F/F*^), Atg7/Yap DKO (*ERT2-Alb-CRE:Atg7*^*F/F*^,*Yap*^*F/F*^) 4 weeks post TAM injection, Atg7/Nrf2 DKO (*Alb-CRE:Atg7*^*F/F*^,*Nrf2*^*−/−*^) and Nrf2 KO *(Nrf2*^*−*/*−*^) at 9 weeks of age. **b** Immunoblot analysis of whole liver lysate from control, Atg7 KO, Atg7/Yap DKO, Atg7/Nrf2 DKO, and Nrf2 KO mice. Immunoblotting for Atg7, LC3, Yap, Nrf2, p62/Sqstm1, β-Tubulin. **c** qRT-PCR analysis of whole liver RNA for *Nqo*, *Srxn1, Cyr61*, *Areg*. Data normalized to *β-actin* expression and fold control. Data from 3 (*Cyr61*, *Nqo*, *Areg*) and 2 (*Srxn1*) independent experiments, respectively. *N* = 3–4 animals per group. Mean ± SD. ****P < 0.0001 as determined by one-way ANOVA and Tukey’s HSD test. ns, not significant. Data represent mean ± SD. *P*-values analyzed by one-way ANOVA and Tukey’s HSD. *P < 0.05, **P < 0.005, ***P < 0.001, ****P < 0.0001 unless indicated otherwise

### Yap is a potentially druggable driver of HCC in Atg7 KO

To assess if Yap-dependent proliferation in autophagy-impaired livers (Supplementary Fig. 5G, H) is targetable, we tested the effect of verteporfin, a small molecule Yap-Tead4-inhibitor^59^ in culture and in vivo. Verteporfin has also been shown to be safe in phase I/phase II clinical trials^60^. In vivo, treatment of Atg7 KO mice with verteporfin for 21 days significantly decreased the number of Ki67^+^ nuclei in Atg7KO mice (Fig. 5b, c), which was also associated with reduced expression of the Yap target gene *Cyr61* (Fig. 5d). In cultured scram- and shAtg7-AML12 cells, verteporfin significantly decreased proliferative activity (Fig. 5e). Similarly, verteporfin significantly diminished Tead4-Luciferase activity in scram- and shAtg7-AML12 cells (Fig. 5f).

**Fig. 5:**
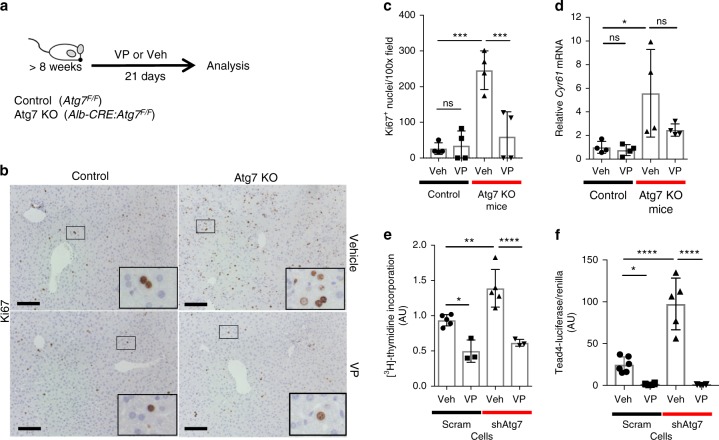
Yap-dependent proliferation in livers with impaired autophagy is potentially druggable. **a** Controls (*Atg7*^*F/F*^) and Atg7 KO (*Alb-CRE:Atg7*^*F/F*^*)* mice were treated for 21 days with either Yap/Tead inhibitor verteporfin or vehicle. *N* = 4 per group. VP, verteporfin; Veh, vehicle. **b** Immunostaining for Ki67 in liver sections from control and Atg7 KO mice treated with either verteporfin or vehicle. Scale bar 100 µm. Large inserts are enlargements of small inserts. **c** Quantitation of Ki67^+^ nuclei per 100x field per mouse treated with either verteporfin or vehicle. Ten 100x fields per mouse were analyzed. **d** qRT-PCR analysis of whole liver RNA from control and Atg7 KO mice, treated with verteporfin or vehicle. *Cyr61* mRNA expression was normalized to *Gapdh* expression and then normalized to control animals. Data from two independent experiments. **e** [^3^H]-thymidine incorporation assay in scram- and shAtg7-AML12 cells after incubation with verteporfin or vehicle. Data from three independent experiments, measurements in triplicates. ****P = 0.0003. **f** Tead4-Luciferase assay of scram- and shAtg7-infected AML12 cells after incubation with verteporfin or vehicle. Data from two independent experiments Data represent mean ± SD. *P*-values analyzed by two-way ANOVA and Tukey’s HSD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 unless indicated otherwise. ns, not significant; VP, verteporfin; Veh, vehicle

### Atg7-KO gene signature aligns with human NASH and HCC profiles

To analyze the relevance of our findings to human liver disease and hepatocarcinogenesis, we defined a Atg7-KO gene signature (differentially expressed genes in liver tissues from Atg7-KO mice compared to control mice) and compared it to the transcriptome profile of 72 human non-alcoholic fatty liver disease (NAFLD) liver tissues with known disease severity. 

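In the comparison from which a signature of Atg7 loss can be drawn, 2088 genes were higher and 1644 lower in Atg7 KO than in control livers among the 10711 tested (limma, adjusted p under 0.05, 4 mice per group), and 807 and 444 of them changed at least 2-fold. Spink1, a secreted trypsin inhibitor, was at least 164-fold higher (adjusted p = 1.76e-09) and was not detected on any control array. Cbr3, a carbonyl reductase, had a log2 fold change of 6.93 (SE 0.18, adjusted p = 3.70e-09). Gsta1, a glutathione transferase, was at 6.57 (SE 0.21, adjusted p = 1.66e-08). Among called genes whose groups do not overlap, the largest drops were in Sult2a8, a bile acid sulfotransferase (log2 fold change -6.32, SE 0.23, adjusted p = 5.51e-08), and Cyp4a14, a fatty acid hydroxylase (log2 fold change -5.82, SE 0.59, adjusted p = 5.77e-05). Also among the 10 of these genes that rose most were Ubd (6.27), Ly6d (6.11), Tff3 (5.43) and Gsta2 (5.25). Gpx2 was at least 42.4-fold, Tekt5 at least 26.7-fold and Gipc2 at least 26.6-fold higher. These 7 genes had an adjusted p from limma between 2.35e-09 and 3.15e-05. Slc1a2 (-4.75), Cyp2c54 (-4.61), Acot3 (-4.59), Cyp4a31 (-4.52), Ces3b (-3.87), Cyp2c37 (-3.85) and Cyp2c29 (-3.75) fell, and Hsd3b5 was at least 16.0-fold lower. Their adjusted p from limma lay between 2.23e-08 and 0.00538. Acot3 is on the list of female-biased genes. It was at 6.56 in the male control, at least 9.52 in the female controls and at most 5.92 in Atg7 KO livers, so that much of its drop may follow sex. Cyp2b13, a female-biased gene whose groups overlap, was at -5.99 (SE 1.54, adjusted p = 0.0127 from limma), but at 0.055 with sex as a covariate (adjusted p = 0.884). For 3754 genes (35.0%) the 4 Atg7 KO and 4 control values did not overlap, where chance gives 2.86%.
Of 32 target genes of Nrf2, the regulator of the oxidative stress response, 24 rose and none fell (25 and 1 when adjusted over the list alone). Those that rose included the sulfiredoxin gene Srxn1 (log2 fold change 4.80, SE 0.19, adjusted p = 8.56e-08), the exporter gene Abcc4 (log2 fold change 4.82, SE 0.21, adjusted p = 1.85e-07), the quinone reductase gene Nqo1 (1.97, adjusted p = 4.15e-06), the glutathione transferase gene Gstm1 (1.21, adjusted p = 0.000457) and Sqstm1, which encodes the autophagy receptor p62 (1.50, adjusted p = 2.29e-05). Nfe2l2, the gene for Nrf2 itself, was at 0.35 (adjusted p = 0.0538, or 0.0242 without Atg7 KO replicate 1). Keap1, its inhibitor, was at -0.072 (adjusted p = 0.693). With the arrays scaled to 1 median, its log2 fold change turned to 0.79 (adjusted p = 0.0274 from limma). Of 24 cell cycle genes, 21 rose and 1 fell, also when adjusted over the list alone. The mitotic kinase gene Cdk1 (log2 fold change 3.02, SE 0.26, adjusted p = 2.00e-05) and the spindle gene Prc1 (log2 fold change 3.57, SE 0.32, adjusted p = 2.83e-05) rose. The gene that fell was the thymidine kinase gene Tk1 (-0.93, adjusted p = 0.00150), which was named after its value was seen. Of 23 genes of fibrosis and stellate cells, 19 rose and none fell on either adjustment. Among them were the collagen gene Col1a1 (log2 fold change 2.86, SE 0.36, adjusted p = 0.000218) and the protease inhibitor gene Timp1, which was at least 4.00-fold higher (adjusted p = 4.78e-06). Of 13 progenitor and cholangiocyte markers, 11 rose and none fell on either adjustment, with the tetraspanin gene Tspan8 at 3.83 (SE 0.24, adjusted p = 3.27e-06). Cd44, a hyaluronan receptor gene, was at 0.59 (adjusted p = 0.00559, and 0.122 and 0.0839 within the chips). Its control values reached down to 4.29, below the lowest detected signal of any control array (4.71), so that its change may be compressed. The Epcam probe was detected on 0 of 12 arrays. Of 16 genes of fatty acid synthesis, 8 fell and none rose (9 fell when adjusted over the list alone). Of 17 genes of fatty acid oxidation, 11 fell and 2 rose (12 and 2 when adjusted over the list alone). Those that rose were the fasting hormone gene Fgf21 (log2 fold change 1.77, SE 0.33, adjusted p = 0.00238, and 0.0757 with sex as a covariate) and the lipid droplet gene Plin2 (0.64, adjusted p = 0.0297), which was named after its value was seen. Of 15 genes of cholesterol synthesis, 5 fell and none rose on either adjustment, with Stard4, a sterol carrier, at -1.56 (SE 0.20, adjusted p = 0.000246). Of 14 liver genes known to be higher in females, 10 fell and none rose (12 fell when adjusted over the list alone). The steroid hydroxylase gene Cyp17a1 was at -3.77 (adjusted p = 0.0103, but 0.691 with sex as a covariate and 0.321 within chip 1). Of 15 known to be higher in males, Gstp1 rose and Hsd3b5 and Nudt7 fell on either adjustment.
In camera at the preset correlation, the lists for Nrf2 targets (median log2 fold change 1.35, adjusted p = 9.89e-12), the cell cycle (1.50, adjusted p = 3.86e-11), fibrosis (1.34, adjusted p = 2.55e-07) and progenitors (1.48, adjusted p = 6.70e-07) were higher. Their adjusted p with an estimated correlation was 0.0547, 0.159, 0.216 and 0.125. The female-biased genes (-2.62, adjusted p = 0.000369, and 0.414 with an estimated correlation) were lower. The median of the male-biased genes was -0.012 while their mean was 0.023 and camera placed them lower (adjusted p = 0.524, and 0.828 with an estimated correlation). Lower medians were found for fatty acid synthesis (-0.51, adjusted p = 0.00134), fatty acid oxidation (-0.64, adjusted p = 0.00180) and cholesterol synthesis (-0.37, adjusted p = 0.0128, or 0.0509 without control replicate 2). Cholesterol synthesis was at 0.012 with sex as a covariate. It did not pass in camera with males alone (-0.16, adjusted p = 0.174) or against the controls of the Alb line (-0.23, adjusted p = 0.290). The reference of males alone is the male control and the male Olig1-Cre liver, which itself carried 0.381 of the Atg7 KO change. The medians of these 3 lists turn to 0.044, 0.018 and 0.18 with the arrays scaled to 1 median, or -0.54, -0.57 and -0.41 relative to all genes. The numbers of genes that rose and fell in limma were then 2 and 0, 3 and 2 and 1 and 0. Most calls of lower genes were thus not kept with that scaling. With a cubic spline or with quantiles without background correction, camera kept the calls of these lists. With an estimated correlation their adjusted p was 0.238, 0.282 and 0.414, and within chip 1 it was 0.0883 in camera for fatty acid synthesis and 0.0685 for cholesterol synthesis. With chip as a block, 2117 genes were higher and 1706 lower, and within chip 1 and chip 2 there were 1132 and 928 higher and 740 and 669 lower. Within the chips, the medians were 1.36 and 1.56 for Nrf2 targets, 1.56 and 1.50 for the cell cycle, 1.49 and 1.06 for fibrosis and 1.46 and 1.44 for progenitors. They were -2.15 and -3.00 for female-biased genes, -0.06 and 0.037 for male-biased genes, -0.25 and -0.76 for fatty acid synthesis, -0.54 and -0.75 for fatty acid oxidation and -0.32 and -0.54 for cholesterol synthesis. Chip 1 holds the male control, and the controls on chip 2 are female. Scaling to 1 median in place of quantiles gave 4854 higher and 163 lower genes, so that 96.8% of the calls were higher, against 55.9% with quantiles. The numbers that rose and fell were then 25 and 0 for Nrf2 targets, 22 and 0 for the cell cycle, 20 and 0 for fibrosis, 12 and 0 for progenitors, 0 and 8 for female-biased and 5 and 2 for male-biased genes in limma. With sex as a covariate, the median was 0.11 for the female-biased and -2.11 for the male-biased genes. This fit sets the Atg7 KO livers against the male control alone, the array with the fewest detected probes.

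**Figure D3:**
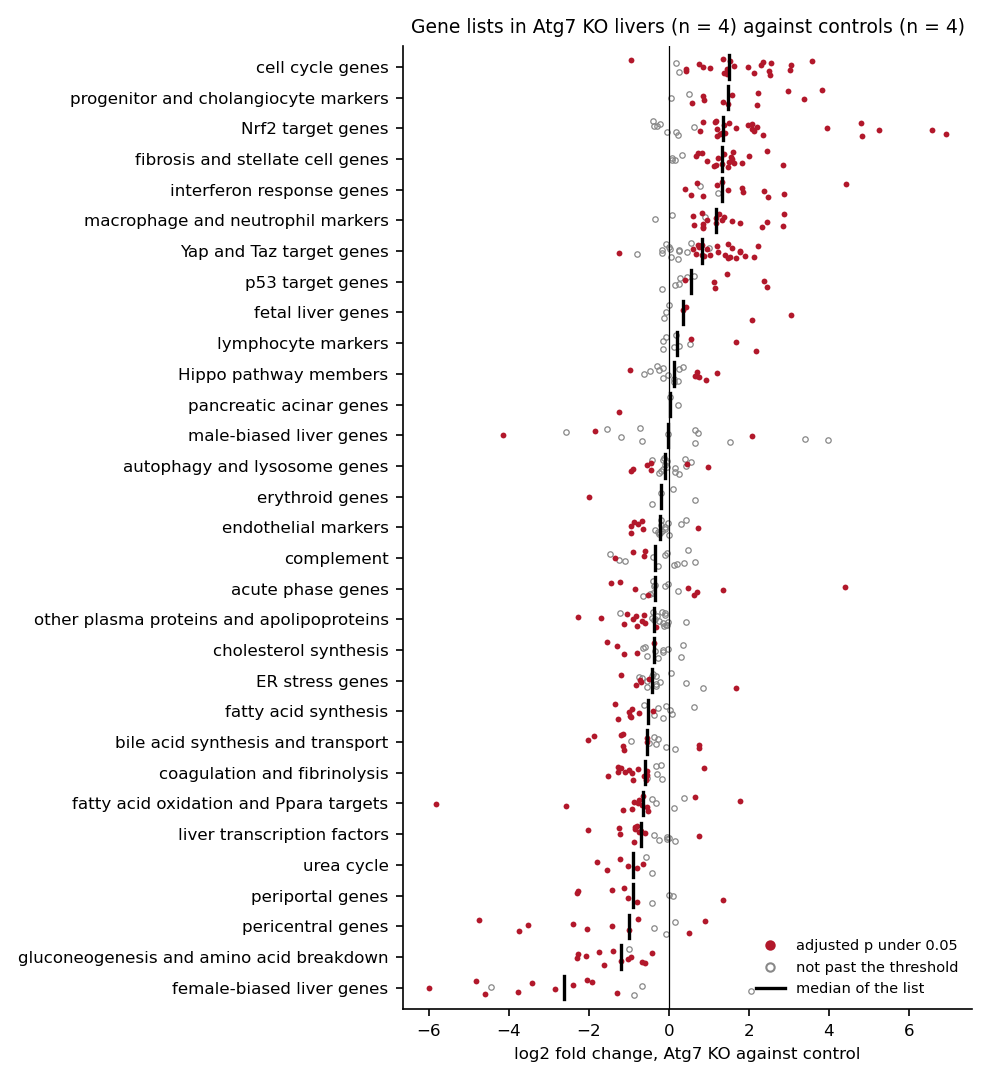
Log2 fold changes between Atg7 KO and control livers (horizontal axis) of the measured members of each gene list (vertical axis, without the sex chromosome genes), with a point per gene in red where its adjusted p in limma is under 0.05 and a black line at the list's median. The medians run from -2.62 for the female-biased genes to 1.50 for the cell cycle genes.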

GSEA analysis showed significant enrichment of the Atg7-KO gene signature in NAFLD samples that were comprised primarily of samples from advanced NAFLD (F3 or F4), along with enrichment for YAP target genes (Fig. 6a). Similarly, analysis of 374 human HCC transcriptome profiles indicated simultaneous enrichment of the Atg7-KO gene signature and YAP activation in 42.2% (158/374) of HCCs as well (Fig. 6b). Integrative transcriptomic analysis of HCCs has indicated that these tumors may be classified according to three molecular subclasses, S1, S2, and S3^61^. Interestingly, HCC subclass S1, which is characterized by steatohepatitic HCCs, a histological subtype which arises in NAFLD/NASH^62^ and immune cell infiltration^63^, was significantly enriched for the Atg7-KO gene signature, whereas subclass S3 had no such alignment with the autophagy-deficient signature. Immunofluorescence analysis of human HCCs with known molecular subclass showed nuclear YAP staining and enhanced cytoplasmic staining for p62/SQSTM1 within the same cells (Fig. 6c), indicating that impaired autophagy flux and concomitant YAP activation occur in human disease.

**Fig. 6:**
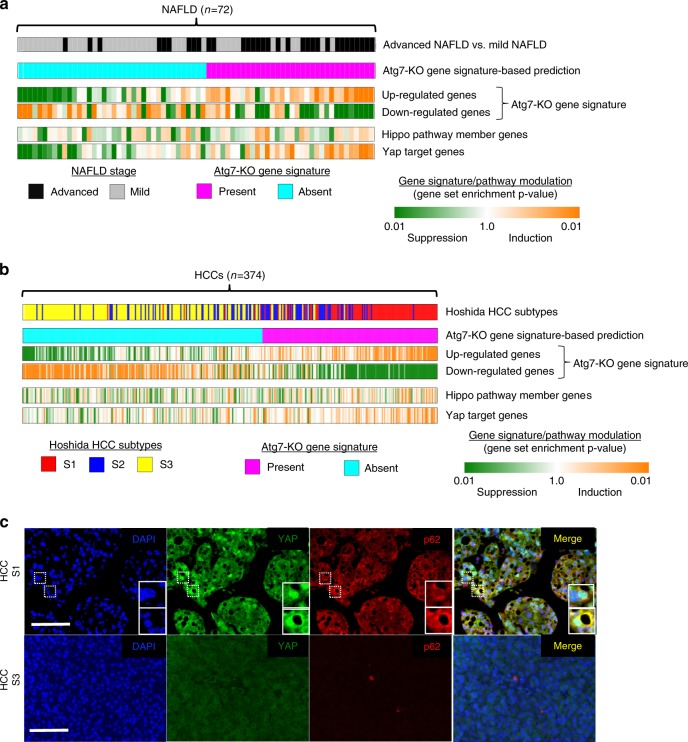
Atg7-KO gene signature is enriched in transcriptome profiles of human NAFLD liver tissues and HCCs. **a** Gene set enrichment analysis of transcriptome profiles of NAFLD liver tissues (*n* = 74, advanced (F3, F4) and mild (F0, F1)) with Atg7-KO gene signature and Yap activation signatures. **b** Gene set enrichment analysis of transcriptome profiles of human HCC tissues with Atg7-KO gene signature and Yap activation signatures. **c** Immunofluorescence analysis of human HCC tissue for YAP and P62/SQSTM1. Large insets present magnification of small insets. Scale bar indicates 100 µm

## Discussion

By utilizing a regulable hepatocyte-specific promoter to analyze Atg7^*−*/*−*^ mice, we have uncovered autophagy as the gatekeeper of hepatic differentiation, growth regulation and carcinogenesis by controlling degradation of Yap. Hepatocyte-specific Atg7^*−*/*−*^ mice display enhanced Yap target gene expression and increased Yap protein that drives hepatocyte proliferation, leading to gross hepatomegaly. These abnormalities are significantly attenuated by heterozygous and homozygous loss of Yap allele(s) in Atg7/Yap Het and Atg7/Yap DKO double knockout mice. Thus, Yap is a driver of tissue remodeling and carcinogenesis when autophagy is impaired.

Dysregulation of liver growth regulation in Atg7 KO mice is due to increased cell size (hypertrophy) and Yap-dependent increase in cell number (hyperplasia). Hepatomegaly in Atg7 KO mice was previously attributed to accumulation of non-degraded cell components including proteins, lipids and damaged organelles^17,18,41^. However, our data demonstrate that inhibiting Yap-mediated hepatocyte proliferation and hyperplasia in Atg7/Yap DKO mice can significantly attenuate the increased liver size and significantly decrease tumorigenesis.

Unlike previous studies^20,21^ the dramatic phenotype consequences of autophagy loss in liver occurs independent of p62/Sqstm1-KEAP1-NRF2 signaling in our study. p62/Sqstm1 stabilizes Nrf2 by negatively regulating Keap1, thereby abrogating polyubiquitination and proteasomal degradation of Nrf2^21^; this stabilizes Nrf2 and allows its nuclear translocation. In previous studies, Atg7/p62 (Alb-CRE:Atg7^F/F^, p62^*−*/*−*^) and Atg7/Nrf2 (Mx1-CRE:Atg7 Atg7^F/F^, Nrf2^*−*/^^−^) double knock-out mice reportedly rescue the dramatic liver phenotype, associated with a significant decrease in ubiquitinated proteins consistent with improved proteostasis despite inhibition of autophagy^18,21^. In Atg7/p62 double knock-out mice there is decreased tumorigenesis in aged Atg7/p62 DKO animals. Thus, the contribution and relationship of p62/Sqstm1, Nrf2, and Yap in the context of autophagy impairment to liver injury, liver growth regulation and hepatocarcinogenesis remains to be clarified. p62/Sqstm1 is an independent oncogenic driver in AAV-p62/Sqstm1-infected hepatocytes through oncogenic effects of mTOR and Nrf2 signaling. In contrast, Atg7/Yap double knock-out significantly attenuates hepatocarcinogenesis despite increased expression of p62/Sqstm1 and Nrf2, and Nrf2 downstream targets. Thus, Yap is a significant driver of hepatocarcinogenesis when autophagy is impaired. However, tumorigenesis was not completely abrogated in Yap/Atg7 double knock-out mice and the remaining tumorigenesis could be due to p62/Sqstm1-Nrf2 signaling. A contribution of the Yap paralog Taz/Wwtr1 cannot be excluded, however immunostaining demonstrates an increase in Taz/Wwtr1 in non-parenchymal cells, and qPCR analysis showed significant decrease in Hippo downstream targets *Cyr61* and *Areg*, indicating efficient suppression of Yap/Taz targets in Atg7/Yap DKO mice.

Autophagy is clearly a tumor-suppressive pathway in our models. In previous studies autophagy has been ascribed a bifunctional role in tumorigenesis—tumor suppressive in the initial phase and tumor promoting in advanced stages^8^. Previously, tumors in hepatic Atg7 KO mice have been described as benign adenomas^17^; however, tumors in ERT2-Alb-CRE:Atg7^F/F^ and Alb-CRE:Atg7^F/F^ mice fulfill characteristics of HCCs. Differences in the genetic background and microbial environment might contribute to the observed phenotypic differences between ours and previous studies, as the microbiome can affect hepatocarcinogenesis, but future studies will need to clarify the underlying mechanisms.

Our results provide an important link between metabolic alterations and mechanisms for Yap activation in hepatocarcinogenesis. With the epidemic of obesity and metabolic syndrome, hyperlipidemia and insulin resistance are frequently observed concomitant to chronic viral hepatitis and NASH^2^ and have been shown to decrease hepatic autophagic and lysosomal degradation^40^. Comprehensive integrative molecular analyses (transcriptomic, genomic and epigenomic data) as well as immunological analyses have provided a molecular and immunological classification of HCCs which can be differentiated into a proliferative (S1 and S2) and non-proliferative class^39,64–66^. Of these, S1 subclass is associated with poor prognosis, chromosomal instability and activation of pathways associated with cell proliferation and survival and immune exhaustion^66^. Enrichment and alignment of the Atg7 KO gene signature in HCCs of the S1 subclass indicates that metabolic pathways of Yap activation might contribute to this subclass.

Our results have uncovered a mechanism of autophagy-dependent degradation of Yap which, when impaired, promotes dedifferentiation, inflammation, fibrosis, and hepatocarcinogenesis. Because Yap activity is strongly implicated in human hepatocarcinogenesis, our studies provide a rationale for chemopreventive or anti-tumorigenic strategies through inhibition of Yap or enhancement of autophagy by drugs such as verteporfin^60^ or carbamazepine, which is currently in phase II trial for α1-antitrypsin deficiency (NCT01379469) and has anti-fibrotic effects in murine disease models^67^.

## Methods

### Animals

*Alb-CRE* mice (Jax 003574) were purchased from Jackson Laboratory and crossbred with conditional *Atg7*^19^. *Nrf2*^*−*/*−*^^21^ were crossed with *Alb-CRE:Atg7*^*F/F*^ to generate Atg7/Nrf2 DKO mice. ERT2-Alb-CRE mice^46^ crossed with conditional *Atg7*^19^ and/or, conditional *Yap* mice^54,21^mice were utilized in this study. Age-matched, male and female mice were used and did not show sex-bias differences. ERT2-Alb-CRE mice (6–8 weeks) and respective controls were given 0.1 mg tamoxifen (Sigma) (diluted in corn oil) for 5 consequential days. Verteporfin (Sigma) diluted in DMSO and injected i.p. (50 mg kg^−1^) every other day for 21 days. All animal studies and procedures were approved by the Animal Care and Use Committee of Icahn School of Medicine at Mount Sinai.

### Immunohistochemistry

For immunohistochemistry, liver samples were fixed in 10% formalin overnight, transferred to 70% ethanol and processed for paraffin embedding. For immunostaining, samples were deparaffinized and heat induced antigen retrieval performed with either 10 mM sodium-citrate, pH 6 or Tris-EDTA, pH 9 or DAKO target retrieval solution (Dako, S2375) depending on the antigen. Chromogen development after incubation with primary and secondary antibodies was performed using the Dako Envision Kit (Dako). For immunofluorescence studies, AML12 cells, THLE5b cells or primary murine hepatocytes were grown on coverslips, fixed with acetone or 50% acetone/50% methanol for 10 min and rehydrated in PBS. Liver sections from either 4% PFA-perfused livers and sequential sucrose-cryopreservation were analyzed, fixed with acetone, or 50% acetone/50% methanol or 4% PFA depending on the antigen, washed and incubated with primary antibodies overnight. After washing, cells were incubated with secondary antibodies, embedded and imaged. Primary antibodies and secondary antibodies with dilutions are indicated in Supplementary Table 1. Reticulin staining was performed with the Hito Biotek Kit (HTKCS0102) according to the manufacturer’s instructions. For Sirius Red staining, FFPE-slides were deparaffinized, incubated for 15 min in 0.01% fast green in picric acid, washed and then incubated in 0.04% fast green 0.1% Sirius red in picric acid for 45 min. After washing and dehydration, slides were embedded, dried, and imaged. For quantification of Ki67^+^ hepatocytes, ten fields per mouse were imaged and analyzed. For histological scoring, slides were analyzed by a liver pathologist (MIF) in a blinded manner and graded (0–3 points) analyzing five 200x fields per mouse. Images were analyzed with a Zeiss Axiovision microscope. For confocal live imaging, cells were grown on a glass bottom plate, transfected with Yap-DsRed (addgene 19057) by Lipofectamine 2000 (Roche) and incubated with 100 nM LysoTracker®Green DND-26 (ThermoFisher L7256) in complete medium with 100 µM Leupeptin or vehicle for 2 h prior to imaging. For coimmunofluorescence, cells were transfected with GFP-LC3 via Lipofectamine 2000 (Roche) and incubated with 100 µM Leupeptin/20 mM NH_4_Cl or vehicle for 2 h prior to imaging. Microscope was performed at the Microscope CoRE at the Icahn School of Medicine at Mount Sinai.

Morphometric quantitative analysis of cell size and nucleus size from liver sections was performed by ImageJ analysis. Two hundred ten to 270 cells per genotype (*n* = 3) were analyzed and plotted by frequency distribution analysis (Prism 7). Colocalization analysis was performed by ImageJ analysis software (plugin JACoP v2).

### Cytoplasmic and nuclear fractionation

For cytoplasmic and nuclear fractionation, AML12 cells were grown to 100% confluency, washed twice with ice-cold PBS and incubated with buffer A (10 mM HEPES, 10 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA, pH 7.9, PMSF 50 µg ml^−1^, Na-Orthovanadate 1 mM, DTT 1 mM, NP-40 (0.6%), HALT-Phosphatase inhibitor (Thermoscientific) 1:1000, complete Protease-inhibitor tablet (Thermoscientific)) on ice for 15 min. Cells were collected and centrifuged for 5 min at 14,000 × *g*. Supernatant (cytoplasmic fraction) was collected and saved. The pellet was processed further for nuclear extraction by washing with buffer A without NP-40, followed by resuspension in buffer C (10 mM HEPES, 0.4 mM NaCl, 1 mM EDTA, 1 mM EGTA, pH 7.9, PMSF 50 µg ml^−1^, Na-Orthovanadate 1 mM, DTT 1 mM, NP-40 (0.6%), HALT-Phosphatase inhibitor (Thermoscientific) 1:1000, complete Protease-inhibitor tablet (Thermoscientific)) and incubation on ice for 15 min, vortexing every minute. Fraction was centrifuged at 14,000 × *g* for 8 min and supernatant (nuclear fraction) collected.

### Immunoblotting

Fifty micrograms of snap frozen liver were homogenized by Qiagen TissueLyser in RIPA buffer containing proteinase inhibitors (Roche complete Mini proteinase inhibitor, 2 tab/10 ml buffer) and 1x HALT phosphatase inhibitors (Thermoscientific, #78428). Lysates were sonicated and then centrifuged for 10 min at 18,800 × *g*. THLE5B and AML12 cells were lysed directly in RIPA buffer containing inhibitors, sonicated and centrifuged. Protein concentration of supernatants were determined by BioRad protein assay (BioRad). For immunoblot analysis, 30–50 µg of protein were analyzed per SDS-PAGE and tank blotting. Antibodies and dilutions used are indicated in Supplementary Table 1. Semi-quantitative band densitometry was performed using ImageJ software. Uncropped scans of blots are provided in the Supplementary Information.

### Hepatocyte isolation and cell culture

The AML12 cell line was obtained from ATCC (CRL2254) and the THLE5b cells had been obtained from Dr. Yujin Hoshida. The THLE5b cells have been authenticated by short-tandem repeat (STR) profiling. Cell lines were tested for mycoplasma with the Venor GeM Mycoplasma Detection Kit (Sigma, MP0025-1KT) according to the manufacturer’s instructions. AML12 cells were cultured in DMEM/F12 medium supplemented with insulin/transferrin/selenium (Invitrogen 51300-044), 40 µg ml^−1^ Dexamethasone (Sigma D2915) and 10% FBS. AML12 cells were infected with lentiviral shAtg7 or scrambled-shRNA^50^ and stable clones selected with puromycin (1.25 µg ml^−1^). Upon establishing stable clones, cells were maintained without puromycin and stable knock down of Atg7 verified over several passages. THLE5B^68^ cells were cultured in DMEM medium supplemented with 10% FBS and infected with shATG5 or scrambled-shRNA (Santa Cruz, sc-41445 and sc-108080, respectively) according to the manufacturer’s instructions. Stable clones were selected with puromycin. Primary hepatocytes were isolated by in situ perfusion with Liver Perfusion Medium (Thermo Scientific, 17701038) followed by collagenase B perfusion (Roche, 11088831001, 0.05%) and low grade centrifugation (50 ×  g). Hepatocytes were plated on collagen-coated plates (BD Biosciences, 354249) at 1 mio cells/6-well and cultured in Williams E medium (10% FBS, 1% L-glutamine, 1% penicillin/streptomycin, hydrocortisone (50 µM), insulin (5 µg ml^−1^)). Cells were incubated in verteporfin (Sigma SML0534, 10 µg ml^−1^ final concentration), cycloheximide (Enzo Life Sciences, 50 µM final concentration) or the respective vehicles (polyethylene glycol 300 (PEG 300) or DMSO respectively).

### Luciferase assays

AML12 and THLE5B cells were transfected at 70% confluency using Mirus TransIT-LT1 transfection reagent and analyzed at 100% confluency to control for cell-contact mediated inhibition of Hippo pathway by Dual-Glo Luciferase Assay (Promega). pRL-Tead4-Luciferase and Renilla control plasmid were gifts of Yimlamai and Camargo^35^. Incubation with verteporfin (10 µg ml^−1^) or vehicle (PEG300) were carried out for 24 h.

### Cycloheximide chase assay

AML12 cells were incubated at 90% confluency in complete growth media containing the protein synthesis inhibitor cycloheximide (Enzo Life Sciences) (50 µM final concentration) or vehicle (DMSO). Cells were collected in RIPA buffer (50 mM Tris/HCl, pH 7.4, 150 mM NaCl, 1% Igepal, 0.5% Na-Deoxycholate, 0.1% SDS) containing proteinase inhibitors (ThermoScientific Protease-Inhibitor tablets, 2 tablet/10 ml buffer) at 0, 2, 4, 6, 8, and 24 h after incubation. The lysate was sonicated, centrifuged for 10 min at 18,800 × *g* and the resulting supernatants analyzed by immunoblotting.

### Proteasomal activity assay

AML12 cells were incubated in cell lysis buffer (50 mM HEPES, pH 7.5; 5 mM EDTA, 150 mM NaCl and 1% Triton X-100) for 30 min on ice, vortexing every 10 min. Lysates were centrifuged at 20,600 × *g* for 15 min. Protein concentration of the supernatant was determined via Biorad Protein Assay. Protein lysates (10 µg) were diluted with 10x assay buffer (250 mM HEPES (pH 7.5), 5 mM EDTA, 0.5% NP-40, 0.01% SDS) and samples incubated with proteasome substrate at 37˚C for 90 min. Concentration of proteasome substrates were 100 µM for caspase-like activity (Ac-Gly-Pro-Leu-Asp-AMC, Biomol, AW9560), 10 µM for chymotrypsin-like activity (Proteasome substrate III, Calbiochem, #539142) and 100 µM for trypsin-like activity (Biomol, AW 9785). Release of free hydrolyzed 7-amino-4-methylcoumarin (AMC) groups was measured using an ISS Counter with an excitation filter of 380 nm and an emission filter of 460 nm.

### qRT-PCR and primer sequences

For qRT-PCR analysis, RNA was extracted from snap frozen liver or cells by Trizol (Ambion) followed by purification using the RNeasy Kit (Qiagen). One to 5 µg RNA were transcribed to cDNA using the RNA to cDNA EcoDry Premix (Clontech). IQ SYBR Green Supermix (Biorad) was used for quantitative PCR on the LightCycler480 System (Roche Diagnostics). Samples were analyzed in triplicates. Data are represented as the relative expression after normalizing to housekeeping genes (*Gapdh*, β*-actin*, *18S, Tbp)* expression, respectively. Primer sequences are listed in Supplementary Table 2.

### Gene expression analysis

Liver tissue was incubated in RNAlater (Ambion) and RNA extracted by Trizol (Ambion) according to the manufacturer’s instructions, and further purified by the RNeasy Kit (Qiagen). RNA from 2 month old, female and male, age-matched *Alb-CRE:Atg7*^*F/*F^ and *CRE*-negative littermates (*n* = 4 per group) were analyzed on a MouseWG-6 v2.0 Expression BeadChip according to the manufacturer’s protocol. Raw scanned data were normalized by using cubic spine algorithm implemented in the GenePattern genomic analysis toolkit (www.broadinstitute.org/genepattern). Probe-level expression data were collapsed into gene-level by calculating the median of multiple probes, and converted to human genes based on an orthologous mapping table provided by the Jackson laboratory (www.informatics.jax.org). Gene expression analysis was determined by R software and expressed as row *z*-score.

### Bioinformatics and statistical data

Molecular pathway deregulations were determined in the genome-wide transcriptome dataset by surveying a comprehensive collection of pathway gene sets in Molecular Signature Database (MSigDB, www.broadinstitute.org/mdigdb) and a collection of liver cancer-related gene signatures in literature using Gene Set Enrichment Analysis (GSEA, www.broadinstitute.org/gsea).

Transcriptome profiles of 72 NAFLD-affected liver tissues were obtained from NCBI Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo, accession number GSE49541). Genome-wide transcriptome profiles of 374 human HCC tissues were obtained from The Cancer Genome Atlas data portal (https://gdc.cancer.gov). Transcriptomic molecular HCC subtypes we were determined using Nearest Template Prediction (NTP) algorithm as previously described^61,69^. Atg7-KO gene signature was defined as differentially expressed genes in liver tissues from the Atg7-KO mice compared to control mice by *t*-test-based LOOCV validation (four biological replicates for Atg7-ko and control group, respectively). 

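When each of the 8 livers was left out in turn, 1915 genes stayed higher and 1512 stayed lower in Atg7 KO than in control livers in all 8 fits of the methods' t-test at an unadjusted p under 0.05, and limma on all 8 arrays called 3175 of these 3427 genes. Alb, F2, Dpp4, Axl, Birc5, Sqstm1 and Nqo1 passed in all 8 fits of this test at either threshold and in all 8 fits of limma. Transthyretin gene Ttr and fibrinogen gene Fga passed in 8 of 8 fits without adjustment and, after the Benjamini-Hochberg procedure, in 6 and 1. The reverse held for the fetal gene Afp, which passed in 8 of 8 fits of limma and in 3 of 8 of the methods' t-test, or in 0 of 8 after adjustment. Ctgf gene Ccn2 and Cyr61 gene Ccn1 passed in 8 of 8 fits without adjustment and in 1 and 4 with it, and cyclin gene Ccnd1 in 1 of 8 on either count. Complement gene C2, Itgb2 and Birc2 passed in 0 of 8 fits of every test. After adjustment, the methods' t-test called 1111 genes higher and 732 lower in all 8 fits, 1817 of them among the calls of limma, and limma itself called 1546 and 1108 in all 8. The paper names neither the threshold of its test nor the size of its signature, so that no count of the paper's can be set beside these.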

Transcriptional target genes of Hippo pathway (REACTOME_SIGNALING_BY_HIPPO), transcriptional target genes of Yap1 (CORDENONSI_YAP_CONSERVED_SIGNATURE) were obtained from Molecular Signature Database (MSigDB) (www.broadinstitute.org/msigdb). Modulation of the gene sets in each individual sample was determined by modified gene set enrichment analysis^70^.

### Human HCC samples

Formalin-fixed, paraffin-embedded (FFPE) HCC tissues (*n* = 8) were analyzed by immunohistochemistry. The de-identified human HCC samples were obtained from Mount Sinai Biorepository with IRB-approved written informed consents from patients. The study had been approved by the Institutional Review Board of Icahn School of Medicine at Mount Sinai.

## Electronic supplementary material

Supplementary Information

Peer Review File

Reporting Summary

Addendum to Reporting Summary

## Data Availability

The Gene Expression Omnibus accession number for the transcriptome profiles reported in this paper is GSE67676. The Gene Expression Omnibus accession number for 72 NAFLD-affected livers is GSE49541. Genome-wide transcriptome profiles of 374 human HCC tissues were obtained from The Cancer Genome Atlas data portal (https://gdc.cancer.gov).

How the deposited data were processed for this re-analysis (not part of the article)

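Gene expression was measured in whole livers on 12 MouseWG-6 v2.0 arrays, 4 each of Atg7 KO mice, of control mice without Cre and of Olig1-Cre mice. The condition, line, sex, age and chip of each array were taken from the sample labels. The labels give no replicate numbers, so the numbers used here carry no order and pair no animals. The methods call the controls littermates, but which livers share a litter or cage is not given in the sources used here, and p-values measure the spread between these livers. All 12 columns of the deposited tables could be assigned to an array.

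The authors deposited the intensity of each probe as the average signal of its beads, exported from GenomeStudio (version not given in the sources used here), neither background-subtracted nor normalized. Beside each intensity the authors deposited a detection p-value, which sets the probe against the negative control beads of the array. The deposited table of log2 values has column medians between 4.386 and 4.389 and values from 4.11 to 14.16, and its direction and scale are known because each column ranks the probes as the signals of its own array do (12 of 12 columns). The submitters' processing notes name GenomeStudio and limma 3.22.1 without saying which step each performed, while the methods name a cubic spline in GenePattern and collapse probes to the median of a gene. The neqc values computed here differ from the deposited log2 values by at most 0.0270 (median 0.000231).

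The analysis was run in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. The function neqc estimated the background from the detection p-values, subtracted it by the normexp model, added an offset of 16 and quantile-normalized all 12 arrays together. Probes with a detection p-value under 0.05 on at least 4 of the 12 arrays were kept (19528 of 45281). Probes were named through the platform annotation, which gives 34885 probes 1 gene symbol, 18 probes several and leaves 10378 unnamed here, and no symbol changed when it was updated through its Entrez identifier against the gene table of GRCm38.p6. Of the kept probes, 16727 have 1 symbol and make up 10711 genes, 6609 with 1 probe and 4102 with several, whose median was taken on each array.

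Groups were compared in pairs with limma's lmFit and eBayes on the 8 arrays of the pair and no covariate, two-sided, with p-values adjusted by the Benjamini-Hochberg procedure over all genes and called at an adjusted p under 0.05. The comparisons were Atg7 KO against control, Atg7 KO against Olig1-Cre and Olig1-Cre against control, and male against female among the 8 control and Olig1-Cre livers with group as a covariate. For the tested genes of Fig. 1c and Fig. 1g and for C2, an exact two-sided permutation test over the 70 relabellings of 4 against 4 was added. In total 32 gene lists were drawn up from general knowledge, for hepatocyte functions, Yap and Hippo, Nrf2, the cell cycle, stress pathways, zonation, sex and the other cells of the liver. They were tested with limma's camera at its preset correlation between genes of 0.01, and again with a correlation estimated for each list, with Benjamini-Hochberg adjustment over the lists. An alternative, limma's fry, tests each list against no change, whereas camera sets it against all other genes. With the estimated correlation, 0 of the 32 lists passed in each comparison (10, 3 and 4 lists at an unadjusted p under 0.05 from camera between Atg7 KO and control, Atg7 KO and Olig1-Cre and Olig1-Cre and control), against 22, 15 and 22 with the preset one.

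The genes named in the text are those the paper names for the livers of Atg7 KO mice, the 10 highest and 10 lowest by log2 fold change among called genes whose groups do not overlap (5 and 5 in the other comparisons), up to 4 called members of each list with the largest changes, and sex chromosome genes. Other genes are said to have been named after their values were seen.

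Microarrays give no count of molecules, so the number of arrays limits the precision. On data simulated from the Atg7 KO and control arrays, with 200 of 10711 genes changed, 14% of the genes with a log2 change of 0.5 were recovered, 66% at 1, 100% at 2 and 98% at 4, and 5.44% of the calls were false. For Atg7 KO against Olig1-Cre the shares were 10%, 74%, 100% and 100% with 4.70% false calls, and for Olig1-Cre against control 26%, 76%, 100% and 100% with 5.03%. The Benjamini-Hochberg cutoff loosens as more genes change. These shares therefore do not give the recovery in the comparisons with controls, where 3732 and 2273 genes were called. The median correlation across genes between arrays was 0.975 within the Atg7 KO group, 0.977 within the controls and 0.977 within the Olig1-Cre group, 0.909 between Atg7 KO and control, 0.926 between Olig1-Cre and control and 0.968 between Atg7 KO and Olig1-Cre.

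The alternatives changed the normalization (the deposited values, a cubic spline with 100 quantiles and a floor of 16, quantiles without background correction, neqc on fewer arrays, scaling to 1 median), the filter, the rule for several probes, the arrays in the fit, chip as a block or each chip alone, sex as a covariate or males alone, the choice of controls, the test, its threshold, array weights and each array left out in turn, 43 settings in all. Of these, 3 were chosen after the data were seen: mouse line as a covariate, females alone for Olig1-Cre, and the male control alone for Atg7 KO. The male control alone gives the same log2 fold changes as sex as a covariate between Atg7 KO and control, since all Atg7 KO livers are male. No paired fit was made. The 1669 genes left out as differing by sex are those on the sex lists or at an unadjusted limma p under 0.05 between males and females. Of all genes, 46 passed that comparison after adjustment. It rests on 2 males, of which the Olig1-Cre liver carried a lower share of the Atg7 KO change than its group. Sex and that share cannot be told apart for these genes. Not analysed here were the published gene sets behind Fig. 1f, whose members are not printed in the paper's text, and genes for which no probe is named here (C3, Areg and Mki67). Atg7, Epcam and Prom1 have probes that did not pass the detection filter.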

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

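The comparison against separate controls, the score of each array and the reading of the Atg7 probe were tests chosen only after the results were seen, whereas the counts over other splits of the arrays were planned.

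Olig1-Cre livers, on which the paper does not report, had 1366 genes higher and 907 lower than control livers at an adjusted p under 0.05 from limma (n = 4 per group). Spink1, a secreted trypsin inhibitor, was at least 131-fold higher (adjusted p = 1.07e-05), Cbr3, a carbonyl reductase, was at 6.38 (SE 0.35, adjusted p = 7.53e-06) and Gsta1, a glutathione transferase, at 6.33 (SE 0.32, adjusted p = 4.17e-06). The cytochrome P450 genes Cyp2c54 (-3.54, adjusted p = 0.00227) and Cyp2c29 (-3.51, adjusted p = 0.00184) fell, as did Sult2a8 (-3.90, adjusted p = 0.0285), whose adjusted p from limma ran from 0.0520 to 0.0844 in 7 of the 8 fits without 1 array. The counts were 777 and 363 without Olig1-Cre replicate 1, 763 and 325 without Olig1-Cre replicate 3 and 892 and 402 without control replicate 3, and the lower genes numbered 512 without Olig1-Cre replicate 4 and 544 without control replicate 2. Within chip 1 there were 16 higher and 0 lower (limma, with 435 lower at an unadjusted p under 0.05), and within chip 2 there were 767 and 465. With the arrays scaled to 1 median, which raises the median of all genes by 0.40 in this comparison, limma called 1734 higher and 38 lower. The real split of the 8 arrays called 2273 genes and the highest of the other 34 splits 1. First of 35 is the best that these splits allow, and the other splits mix the groups, so that chance is unlikely but not excluded.

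The changes of the Olig1-Cre livers ran along with those of Atg7 KO livers: their log2 fold changes against the 4 controls correlated across 10711 genes at r = 0.909 (rho = 0.875, and genes are not independent replicates), against a mean of 0.497 in 20 simulations of unchanged groups with those controls, the covariance was 0.410 against a simulated 0.0248, and 1210 higher and 758 lower genes were called in both, against 266 and 139 for independent lists. With each group set against the 2 controls of its own line, so that no array was shared, r was 0.851, the covariance 0.396 and the shared calls 419 and 142 (67.7 and 24.1 for independent lists), and against the controls of the other line, again without a shared array, they were 0.722, 0.361 and 541 and 191 (108 and 48.0), with 16 genes called in opposite directions, which argues against shared control arrays as the whole cause. All 4 Olig1-Cre arrays carried the Atg7 KO change, at shares of 0.842, 0.381, 0.885 and 0.689 in replicates 1 to 4, against -0.0586 to 0.0586 in the controls, which argues against single arrays swapped or mislabelled. Loss of Atg7 in the hepatocytes of Olig1-Cre livers may account for the pattern, but it cannot be told apart from other effects of that Cre or from a mix-up of the whole group, because the Atg7 probe was detected on 2 of 12 arrays. Other values run as the labels say, since the sex genes matched on 12 of 12 arrays, and Dennd2a and Cyp2c39, picked after their values were seen, were at 6.02 and 8.41 in Olig1-Cre livers, 5.86 and 8.27 in controls of the Olig1 line, 4.47 and 6.05 in controls of the Alb line and 4.36 and 4.98 in Atg7 KO livers.

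Between Atg7 KO and Olig1-Cre livers 17 genes differed, 8 higher and 9 lower in Atg7 KO (limma, adjusted p under 0.05, with 813 and 725 at an unadjusted p under 0.05). Cachd1, a modulator of calcium channels, was at 1.58 (SE 0.18, adjusted p = 0.0153), and Dennd2a, an activator of Rab proteins, was at least 2.76-fold lower (adjusted p = 0.000624). The counts were 4 and 2, 1 and 3, 1 and 2 and 11 and 5 without Atg7 KO replicates 1 to 4, and 3 and 5, 13 and 16, 5 and 8 and 1 and 2 without Olig1-Cre replicates 1 to 4. They were 4 and 4 with chip as a block, 29 and 9 with the arrays scaled to 1 median, and 114 and 87 with sex as a covariate, and with mouse line as a covariate (chosen after the data were seen) 0 and 0, where limma gives 412 and 347 at an unadjusted p under 0.05. The real split called 17 genes and the highest of the other splits 1. First of 35 is the best that these splits allow, so that chance in the grouping is not excluded. Of the 17 genes, 15 had the same sign between the Alb-line and Olig1-line controls, as had 58.7% of all genes, and 4 lie on the chromosome of Atg7 in GRCm38.p6, which holds 5.09% of the tested genes.

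Of gene groups the paper does not discuss for these livers, the interferon response genes had a median log2 fold change of 1.32 between Atg7 KO and control livers (adjusted p = 1.17e-07 from camera, and adjusted p = 0.159 with an estimated correlation). The p53 target genes had one of 0.55 (adjusted p = 0.00134 from camera, and adjusted p = 0.119 with an estimated correlation).

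Among the genes the paper names and the 20 with the largest changes, 1 liver lay apart from the other 3 of its group in 10 of 141 groups tested (7.09%) by Dixon's test, where chance gives about 1 in 20 groups. In Olig1-Cre replicate 2, the male, the log2 values of Axl (9.74, next 10.35), Birc5 (5.06, next 6.11) and Gsta2 (11.96, next 13.23) were lowest and that of Hsd3b5, a steroid dehydrogenase gene known to be higher in males, was highest (11.09, next 4.30). Control replicate 1, the male control, was lowest in Cyp2c37 (12.95, next 13.29) and highest in Tff3 (6.07, next 4.35). Control replicate 4 was highest in Birc5 (4.82, next 4.40). Alb was lowest in Atg7 KO replicate 2 (4.44, next 4.75), Ces3b in Atg7 KO replicate 3 (4.64, next 8.65) and Nfe2l2 in Atg7 KO replicate 1 (7.06, next 7.42).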

How the results depend on the processing

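The alternatives for mouse line, for females alone and for the male control alone were chosen after the data were seen, and all others were planned. Between Atg7 KO and control livers, limma called 2088 genes higher and 1644 lower, and both counts stayed within 1.5 times of these with the deposited values, the cubic spline, quantiles without background correction, neqc on 8 arrays, each filter, each rule for probes, all 12 arrays in 1 fit, chip as a block, the controls of the Olig1 line, the methods' t-test on either threshold, eBayes with trend, array weights, the genes that differ by sex left out and mouse line as a covariate. With each array left out in turn, the higher genes numbered 1725 to 2023 and the lower genes 1264 to 1655. Of the 3732 calls, 1824 were called in the same direction with sex as a covariate, 950 with males alone, 1726 within chip 1, 1517 within chip 2 and 2226 with the arrays scaled to 1 median, where 80.3% kept their direction. That scaling raises the median of all genes by 0.59 between Atg7 KO and control, so that lists and genes that change sign under it lie below that median where their value is under 0.59. The signal over background limits what can be measured: a gene near the background has its change compressed, and 1 group below background leaves only a bound, as for Afp. The Alb probe is so dim (at most 5.78 in controls, where Ttr is at least 13.77) that its fall is weak evidence on the albumin transcript. The cause of the changes listed here was not tested. The number of arrays is not the whole cause of the low counts within chip 1, as both chips hold 2 arrays of each group and limma called 16 genes higher and 0 lower in Olig1-Cre than in control livers within chip 1 (435 lower at an unadjusted p under 0.05) and 767 and 465 within chip 2. Chip 1 also holds the male of each of these groups and chip 2 only females. The male Olig1-Cre liver, replicate 2, carried 0.381 of the Atg7 KO change, against 0.842, 0.885 and 0.689 in replicates 1, 3 and 4. Without it, 1801 genes were higher and 1343 lower in Olig1-Cre than in control livers. Chip, sex and this single liver cannot be told apart here. It is also part of the reference of males alone, where its share of the change lessens the difference. No paired analysis was possible because the labels give no replicate numbers.

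With single arrays left out, 1 to 13 genes were higher in Atg7 KO than in Olig1-Cre livers (13 without Olig1-Cre replicate 2, and 1 without Atg7 KO replicate 2 or 3 or Olig1-Cre replicate 4) and 2 to 16 were lower (16 without Olig1-Cre replicate 2), against 8 and 9 with all arrays. In Olig1-Cre against control, 763 to 1801 were higher, fewest without Olig1-Cre replicate 3 or 1 (777), and 325 to 1343 were lower, fewest without Olig1-Cre replicate 3 or 1 (363) and control replicate 3 (402), and most without Olig1-Cre replicate 2. Between males and females, 16 to 42 were higher and 13 to 74 lower, most without control replicate 1 or Olig1-Cre replicate 2, the 2 males. The complement list ran from -0.48 to -0.16 between Atg7 KO and control.

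Given next are the counts that moved by over 1.5 times, the lists and named genes whose sign changed, and the changed calls of the complement, coagulation, other plasma protein, transcription factor and Yap and Taz target lists. With a cubic spline there were 2 higher and 4 lower for Atg7 KO against Olig1-Cre and 8 lower for males against females. With quantiles and no background correction there were 2 higher and 4 lower for Atg7 KO against Olig1-Cre and 9 lower for males against females. Scaled to 1 median there were 4854 higher and 163 lower for Atg7 KO against control, 29 higher for Atg7 KO against Olig1-Cre, 38 lower for Olig1-Cre against control and 3967 lower for males against females. The sign of list medians changed to complement 0.23, liver transcription factors 0.11, endothelial markers 0.62, acute phase genes 0.22, fatty acid synthesis 0.044, cholesterol synthesis 0.18, fatty acid oxidation 0.018, ER stress genes 0.33 and male-biased genes 0.57 for Atg7 KO against control, and complement 0.056, liver transcription factors 0.036, endothelial markers 0.35 and cholesterol synthesis 0.19 for Olig1-Cre against control. Among named genes, the sign changed to Keap1 0.79, Yap1 0.74, Ptprb 0.024, Insig1 0.035 and Chac1 0.029 for Atg7 KO against control, and Oit3 0.018 for Olig1-Cre against control. With neqc on the arrays of a pair alone there were 14 lower for Atg7 KO against Olig1-Cre. Without the detection filter there were 2 higher and 2 lower for Atg7 KO against Olig1-Cre, 858 higher and 486 lower for Olig1-Cre against control and 11 higher and 7 lower for males against females. Among named genes, the sign changed to Mest -0.11 and Frmd6 -0.12 for Atg7 KO against control, and Mest -0.17 and Frmd6 -0.064 for Olig1-Cre against control. Complement passed here at -0.33 (adjusted p = 0.0434 from camera). With detection asked on all arrays of a group there were 17 higher and 22 lower for Atg7 KO against Olig1-Cre. With the brightest probe of a gene there were 14 higher and 19 lower for Atg7 KO against Olig1-Cre. Among named genes, the sign changed to Gstk1 0.26 for Atg7 KO against Olig1-Cre. Counting probes there were 5 higher and 5 lower for Atg7 KO against Olig1-Cre, 1383 lower for Olig1-Cre against control and 38 lower for males against females. With all 12 arrays in 1 fit there were 27 higher and 25 lower for Atg7 KO against Olig1-Cre.

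With chip as a block there were 4 higher and 4 lower for Atg7 KO against Olig1-Cre and 7 higher and 3 lower for males against females. Within chip 1 there were 1132 higher and 740 lower for Atg7 KO against control, 0 higher and 0 lower for Atg7 KO against Olig1-Cre, 16 higher and 0 lower for Olig1-Cre against control and 2 higher and 2 lower for males against females (for those counts of 0, limma gives 672, 735 and 435 at an unadjusted p under 0.05). The sign of a list median changed to endothelial markers 0.018 for Atg7 KO against control. Within chip 2 there were 928 higher and 669 lower for Atg7 KO against control, 1 higher and 2 lower for Atg7 KO against Olig1-Cre and 767 higher and 465 lower for Olig1-Cre against control. With sex as a covariate there were 1310 higher and 855 lower for Atg7 KO against control and 114 higher and 87 lower for Atg7 KO against Olig1-Cre. The sign of list medians changed to cholesterol synthesis 0.012 and female-biased genes 0.11 for Atg7 KO against control, and lymphocyte markers 0.092, interferon response genes 0.35, fatty acid synthesis -0.34 and male-biased genes -1.40 for Atg7 KO against Olig1-Cre. Among named genes, the sign changed to Cyp2b13 0.055, Sult2a2 1.12 and Eif2s3y -0.14 for Atg7 KO against control. Complement passed here at -0.75 (adjusted p = 0.00948 from camera). With sex as a covariate in all 12 arrays there were 45 higher and 18 lower for Atg7 KO against Olig1-Cre. List medians with a changed sign were lymphocyte markers 0.062, male-biased genes -1.65 and female-biased genes 0.56 for Atg7 KO against Olig1-Cre. Named genes with a changed sign were Sult2a2 0.68, Eif2s3y -0.22, Xist 0.0076 and Kdm5d -0.061 for Atg7 KO against control. The complement list came to pass at -0.78 (adjusted p = 0.00721 from camera). With males alone (4 Atg7 KO against 1 control and 1 Olig1-Cre) there were 592 higher and 391 lower for Atg7 KO against control. The sign of a list median changed to female-biased genes 0.0038 for Atg7 KO against control. Among named genes, the sign changed to Cyp2b13 0.089, Sult2a2 1.28, Eif2s3y -0.24 and Kdm5d -0.15 for Atg7 KO against control. Complement passed here at -0.51 (adjusted p = 0.00396 from camera). Leaving out the 1669 genes on the sex lists or at an unadjusted p under 0.05 between males and females there were 24 higher and 23 lower for Atg7 KO against Olig1-Cre. Against the controls of the Alb line there were 1082 lower for Atg7 KO against control and 772 higher and 428 lower for Olig1-Cre against control. Complement passed here at -0.59 (adjusted p = 0.0319 from camera).

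Against the controls of the Olig1 line there were 493 higher and 239 lower for Olig1-Cre against control. Against controls and Olig1-Cre livers as 1 group of 8 there were 352 higher and 262 lower for Atg7 KO against control. With the methods' t-test, adjusted, there were 0 higher and 1 lower for Atg7 KO against Olig1-Cre, 768 higher and 386 lower for Olig1-Cre against control and 2 higher and 1 lower for males against females. With the methods' t-test at an unadjusted p under 0.05 there were 689 higher and 680 lower for Atg7 KO against Olig1-Cre, 1644 lower for Olig1-Cre against control and 308 higher and 304 lower for males against females. At an adjusted p under 0.01 from limma there were 1320 higher and 895 lower for Atg7 KO against control, 0 higher and 2 lower for Atg7 KO against Olig1-Cre, 552 higher and 186 lower for Olig1-Cre against control and 11 higher and 4 lower for males against females (for that count of 0, limma gives 813 at an unadjusted p under 0.05). With a change of at least 2-fold asked there were 807 higher and 444 lower for Atg7 KO against control and 513 higher and 173 lower for Olig1-Cre against control. With array weights there were 35 higher and 39 lower for Atg7 KO against Olig1-Cre, 2101 higher and 1751 lower for Olig1-Cre against control and 9 higher and 5 lower for males against females. With females alone (added after the data were seen) there were 1430 lower for Olig1-Cre against control. With mouse line as a covariate (added after the data were seen) there were 0 higher and 0 lower for Atg7 KO against Olig1-Cre and 768 higher and 427 lower for Olig1-Cre against control (for those counts of 0, limma gives 412 and 347 at an unadjusted p under 0.05). List medians with a changed sign were lymphocyte markers 0.16, cholesterol synthesis 0.33, male-biased genes -1.39 and female-biased genes 0.87 for Atg7 KO against Olig1-Cre. Named genes with a changed sign were Psmc3ip -0.60, Ddit4 -0.29, Hspa1a -0.45 and Sp5 0.38 for Atg7 KO against Olig1-Cre. The complement list came to pass at -0.59 (adjusted p = 0.0349 from camera). Against the male control alone (added after the data were seen) there were 928 higher and 541 lower for Atg7 KO against control. The sign of list medians changed to cholesterol synthesis 0.012 and female-biased genes 0.11 for Atg7 KO against control. Among named genes, the sign changed to Cyp2b13 0.055, Sult2a2 1.12 and Eif2s3y -0.14 for Atg7 KO against control. Complement passed here at -0.75 (adjusted p = 0.0128 from camera). In camera with an estimated correlation, all 22 lists that passed at the preset one between Atg7 KO and control no longer passed (adjusted p between 0.0547 and 0.414), as 15 for Atg7 KO against Olig1-Cre and 22 for Olig1-Cre against control, among them coagulation -0.59, other plasma proteins -0.36, liver transcription factors -0.69 and Yap and Taz target genes 0.82 for Atg7 KO against control (adjusted p between 0.108 and 0.207).

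Between Atg7 KO and control, lists other than these lost their call with an unchanged sign, with the adjusted p from camera or fry in brackets, with fry in place of camera (ER stress 0.0583 and female-biased 0.0574), within chip 1 (fatty acid synthesis 0.0883 and cholesterol synthesis 0.0685), within chip 2 (ER stress 0.135), with sex as a covariate (endothelial 0.102), with sex as a covariate in all 12 arrays (endothelial 0.0541, cholesterol synthesis 0.108 and female-biased 0.161), with males alone (endothelial 0.0768 and cholesterol synthesis 0.174), leaving out 1669 genes that differ by sex (ER stress 0.294), against the controls of the Alb line (cholesterol synthesis 0.290), against the controls of the Olig1 line (ER stress 0.229), against controls and Olig1-Cre livers as 1 group of 8 (fatty acid synthesis 0.154 and ER stress 0.245), at an adjusted p under 0.01 (endothelial 0.0214, cholesterol synthesis 0.0128 and ER stress 0.0360), with mouse line as a covariate (cholesterol synthesis 0.348) and against the male control alone (endothelial 0.117). By the same tests, lists gained a call with fry in place of camera (Hippo pathway 0.00896, lymphocyte 0.0466 and autophagy and lysosome 0.00667), without the detection filter (lymphocyte 0.0494), with detection asked on all arrays of a group (fetal 0.0330), with the brightest probe of a gene (fetal 0.0496), within chip 1 (lymphocyte 0.0282), with sex as a covariate (fetal 0.0492, lymphocyte 0.0212 and male-biased 1.59e-06), with sex as a covariate in all 12 arrays (fetal 0.0459, lymphocyte 0.0117 and male-biased 0.000162), with males alone (fetal 0.0392 and male-biased 1.06e-07), against the controls of the Alb line (lymphocyte 0.0143), against controls and Olig1-Cre livers as 1 group of 8 (Hippo pathway 0.0406), with mouse line as a covariate (lymphocyte 0.0292) and against the male control alone (lymphocyte 0.0103 and male-biased 6.74e-07). Apart from the estimated correlation, 0 to 15 of the 32 lists lost a call in Atg7 KO against Olig1-Cre (most with fry) and 0 to 4 in Olig1-Cre against control, and 0 to 6 and 0 to 4 gained one. Calls of fry answer another question than those of camera, as fry tests a list against no change. Of the named genes for Atg7 KO against control (153 in most settings), the calls lost with an unchanged sign and gained in limma or the methods' t-test numbered 9 and 2 with a cubic spline, 9 and 3 with quantiles and no background correction, 43 and 4 scaled to 1 median, 23 and 1 without the detection filter, 3 and 0 with all 12 arrays in 1 fit, 2 and 0 with chip as a block, 34 and 0 within chip 1, 27 and 0 within chip 2, 37 and 0 with sex as a covariate, 9 and 1 with sex as a covariate in all 12 arrays, 61 and 0 with males alone, 20 and 0 against the controls of the Alb line, 15 and 0 against the controls of the Olig1 line, 115 and 0 against controls and Olig1-Cre livers as 1 group of 8, 20 and 2 with the adjusted t-test of the methods, 5 and 3 with the methods' t-test at an unadjusted p under 0.05, 5 and 1 with eBayes with trend, 23 and 0 at an adjusted p under 0.01, 27 and 0 with a change of at least 2-fold asked, 3 and 1 with array weights, 17 and 1 with mouse line as a covariate and 51 and 0 against the male control alone. With single arrays left out, 7 to 12 of these calls were lost. In Olig1-Cre against control, 0 to 102 of up to 154 named genes lost a call and 0 to 21 gained one, and in Atg7 KO against Olig1-Cre 0 to 10 of up to 10 lost one, over all settings.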

Differences from the paper's values

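Mouse line as a covariate was chosen after the values were seen, and every other setting named was set before the data were examined. The paper's text prints no fold change or p-value for single genes of these arrays.

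The paper states that hepatocyte genes including Albumin, Transthyretin and the complement factors C2 and C3 were lower on the arrays and shows 9 genes in Fig. 1c. Of the 8 genes of Fig. 1c that could be tested, 4 fell (Alb, F2, Dpp4 and G6pc), 1 rose (Afp) and 3 did not pass the test. The call of Alb rests on a single dim probe. Ttr, the gene for transthyretin and near the top of the signal range, had a log2 fold change of -0.17 (adjusted p = 0.236 from limma). It was called lower with quantiles and no background correction (adjusted p = 0.0275 from limma), without the detection filter (adjusted p = 0.0352 from limma) and with the methods' t-test, adjusted (0.0198) or not (0.00363), and its p ran from 0.00363 to 0.729 over its 35 alternatives in limma and that test. Fga was at -0.31 (adjusted p = 0.0824 from limma). It was called lower with a cubic spline (adjusted p = 0.0340 from limma), with quantiles and no background correction (adjusted p = 0.0276 from limma), with eBayes with trend (adjusted p = 0.0420 from limma) and with the methods' t-test without adjustment (0.0181), and its p ran from 0.0181 to 0.689 over its 35 alternatives in limma and that test. Hnf4a was at -0.37 (adjusted p = 0.107 from limma). It was called lower with sex as a covariate in all 12 arrays (-0.56, adjusted p = 0.0456 from limma) and with array weights (-0.44, adjusted p = 0.0380 from limma). Mouse line as a covariate in all 12 arrays, chosen after the values were seen, also called Hnf4a (-0.59, adjusted p = 0.0225 from limma) and dropped 1 of the 11 genes of Fig. 1c and Fig. 1g that were called without it, Afp. The p of Hnf4a ran from 0.0225 to 0.654 over its 35 alternatives in limma and the methods' t-test. C2 was at 0.13 (adjusted p = 0.588 from limma, and 0.0525 to 0.957 over its 35 alternatives), so that no setting called it, and C3 was not analysed here.

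The paper states that genes associated with Yap activation and Yap target genes were induced on the arrays (Fig. 1g). Of the 10 genes of Fig. 1g that could be tested, 6 rose, 1 fell and 3 did not pass the test, so that the tally goes with this statement. Fgf1, which fell (-1.25, adjusted p = 0.000186 from limma), is lower in Atg7 KO livers in the heat map of Fig. 1g as well. Ctnnb1 was at 0.23 (adjusted p = 0.206 from limma) and Birc2 at 0.05 (adjusted p = 0.831 from limma), and both were called higher with the arrays scaled to 1 median alone, at 0.97 (adjusted p = 0.00606 from limma) and 0.79 (adjusted p = 0.0251 from limma). In limma and the methods' t-test, their p ran from 0.00606 to 0.933 and from 0.0251 to 0.998 over 35 alternatives each. Itgb2 was at 0.26 (adjusted p = 0.324 from limma, and 0.0603 to 0.815 over its 33 alternatives), and no setting called it. The paper reports enrichment of published Yap signatures (Fig. 1f), which were not analysed here. The list of Yap and Taz target genes drawn up here was higher in camera (adjusted p = 1.91e-06, and adjusted p = 0.207 with an estimated correlation).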

Other observations

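The comparison with the male control alone, the comparison of females alone and the correlation of clock genes were tests chosen only after the results were seen, and the gene lists and their tests were planned.

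Of 15 interferon response genes, 13 rose and none fell in Atg7 KO livers compared with control livers (n = 4 per group, and 15 rose when adjusted over the list alone), while the list had an adjusted p = 1.17e-07 from camera, and adjusted p = 0.159 with an estimated correlation. Those that rose included the antiviral gene Rsad2 (log2 fold change 4.42, SE 0.18, adjusted p = 1.16e-07 from limma) and Ifit2, an inhibitor of viral translation (2.87, adjusted p = 0.000214). Their median was 1.32, and within chip 1 and chip 2 it was 1.56 and 1.08. Against the male control alone it was 1.76. With males alone, where the reference is that control and the male Olig1-Cre liver, it was 1.07, with 2 genes called. That Olig1-Cre liver itself carried 0.381 of the Atg7 KO change, which lessens the difference, so that the lost calls need not follow sex. Of 12 p53 target genes, 6 rose and none fell on either adjustment, while the list had an adjusted p = 0.00134 from camera, and adjusted p = 0.119 with an estimated correlation. The cell cycle inhibitor Cdkn1a was at 2.47 (SE 0.31, adjusted p = 0.000230 from limma) and Phlda3, an inhibitor of Akt, was at 2.38 (SE 0.18, adjusted p = 9.66e-06). Their median was 0.55, and 0.57 and 0.89 within the chips. Of 18 acute phase genes, 5 rose and 4 fell (5 and 7 when adjusted over the list alone), with the iron-trapping protein gene Lcn2 at 4.40 (SE 0.41, adjusted p = 3.15e-05 from limma) and serum amyloid gene Saa3 at -1.44 (adjusted p = 0.000753, or 0.0521 with sex as a covariate). Their median was -0.35 while their mean was 0.058 and camera placed them lower (adjusted p = 0.524 from camera, and adjusted p = 0.686 with an estimated correlation), and within the chips the median was 0.041 and -0.51. Of 19 ER stress genes, 1 rose and 5 fell (2 and 11 when adjusted over the list alone). The transcription factor gene Atf3 rose (1.69, adjusted p = 5.43e-05 from limma) and the chaperone gene Sdf2l1 fell (-1.20, adjusted p = 0.00728, or 0.0660 within chip 1). Their median was -0.41 (adjusted p = 0.0360 from camera, and adjusted p = 0.338 with an estimated correlation), -0.48 and -0.33 within the chips, and among other settings camera no longer passed them without Atg7 KO replicate 1 (adjusted p = 0.0699) or control replicate 1 (adjusted p = 0.110) or within chip 2 (adjusted p = 0.135). Of 23 genes of autophagy and lysosomes, 2 rose and 5 fell on either adjustment, with Atg9a, a carrier of membrane to autophagosomes, at -0.89 (adjusted p = 0.000328 from limma) and the lysosomal membrane gene Lamp1, named after its value was seen, at 0.45 (adjusted p = 0.0331). Their median was -0.09 (adjusted p = 0.358 from camera, and adjusted p = 0.414 with an estimated correlation), -0.029 and -0.084 within the chips.

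The myeloid receptor gene Trem2 was at least 5.21-fold higher in Atg7 KO than in control livers (adjusted p = 8.46e-08 from limma), and Cd14 was at 2.85 (SE 0.22, adjusted p = 9.66e-06). Of 10 lymphocyte markers, 3 rose and none fell on either adjustment, with the chemokine gene Ccl5 at 2.17 (SE 0.31, adjusted p = 0.000509 from limma). Their median was 0.22 (adjusted p = 0.109 from camera, and adjusted p = 0.504 with an estimated correlation), 0.38 and 0.11 within the chips, and among other settings camera passed the list without control replicate 4 (adjusted p = 0.0236), within chip 1 (adjusted p = 0.0282) and with sex as a covariate (0.40, adjusted p = 0.0212). With a cubic spline or with quantiles without background correction, camera kept its call of the endothelial markers, but their direction turned with the arrays scaled to 1 median. None fell and 6 rose there (limma). Of these 20 markers, 6 fell and 1 rose with neqc on either adjustment. Those that fell included the sinusoidal genes Oit3 (-0.95, adjusted p = 0.000513 from limma) and Stab2 (-0.88, adjusted p = 0.000720, or 0.0649 within chip 1), and the gene that rose was Lyve1 (0.74, adjusted p = 0.0393), named after its value was seen. Their median was -0.21 (adjusted p = 0.0214 from camera, and adjusted p = 0.338 with an estimated correlation), 0.018 and -0.42 within the chips, and among other settings camera no longer passed them within chip 1 (adjusted p = 0.478), with sex as a covariate (adjusted p = 0.102), with that scaling (adjusted p = 0.279) or without Atg7 KO replicate 4 (adjusted p = 0.0594). Of 5 erythroid genes, Klf1 fell on either adjustment (-1.99, adjusted p = 0.000159 from limma), and the median was -0.19 (adjusted p = 0.468 from camera, and adjusted p = 0.551 with an estimated correlation), -0.0084 and 0.039 within the chips. Of 3 pancreatic acinar genes, Cela1 fell on either adjustment (-1.25, adjusted p = 0.00155 from limma), and the median was 0.018 while the mean was -0.33 and camera placed them lower (adjusted p = 0.585 from camera, and adjusted p = 0.686 with an estimated correlation), with medians of 0.0035 and 0.033 within the chips.

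Of 13 pericentral genes, 8 fell and 2 rose in Atg7 KO livers on either adjustment, with ornithine aminotransferase gene Oat at -3.53 (SE 0.22, adjusted p = 2.97e-06 from limma) and the calcium-binding lactonase gene Rgn at -2.40 (SE 0.26, adjusted p = 7.99e-05). Those that rose, named after their values were seen, were Cyp1a2 (0.51, adjusted p = 0.0131 from limma) and the transporter gene Slc13a3 (0.90, adjusted p = 0.0405). Of 10 periportal genes, 6 fell and 1 rose (7 and 1 when adjusted over the list alone). Pigr, the carrier of immunoglobulins into bile, fell (-1.41, adjusted p = 0.00105 from limma, or 0.0701 with sex as a covariate) and the cadherin gene Cdh1 rose (1.35, adjusted p = 0.00128, or 0.0662 with sex as a covariate). The medians were -0.998 for pericentral (adjusted p = 0.000197 from camera, and adjusted p = 0.125 with an estimated correlation) and -0.90 for periportal genes (adjusted p = 0.00578 from camera, and adjusted p = 0.311 with an estimated correlation). Within the chips they were -0.84 and -1.16 and -0.96 and -0.68. Of 4 sex chromosome genes, Eif2s3y (3.54, adjusted p = 0.0159 from limma) and Kdm5d (1.24, adjusted p = 0.0110) rose and Xist was at least 6.99-fold lower (adjusted p = 0.0125) on either adjustment, which follows the sexes of the groups. Their median was 0.57 (adjusted p = 0.653 from camera, and adjusted p = 0.686 with an estimated correlation), 0.16 and 0.99 within the chips and -0.082 with sex as a covariate. With the arrays scaled to 1 median, which raises the median of all genes by 0.59, the adjusted p from limma was 0.173 for Saa3, 0.192 for Sdf2l1, 0.820 for Atg9a, 0.778 for Oit3, 0.843 for Stab2, 0.137 for Cela1 and 0.156 for Pigr. Relative to that median the lists were then at 1.39 for interferon, 0.62 for p53, -0.37 for the acute phase, -0.26 for ER stress, 0.076 for autophagy, -0.058 for lymphocytes, 0.027 for endothelium, -1.46 for pericentral and -1.17 for periportal genes. The numbers of genes that rose and fell in limma with that scaling were 14 and 0 for interferon, 10 and 0 for p53, 5 and 0 for the acute phase, 3 and 0 for ER stress, 10 and 0 for autophagy, 5 and 0 for lymphocytes, 1 and 1 for erythroid, 1 and 0 for acinar, 3 and 7 for pericentral, 1 and 2 for periportal and 2 and 1 for sex chromosome genes. Camera gave an adjusted p = 0.0404 for the acute phase and 0.0602 for ER stress there.

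In the Olig1-Cre livers, compared with control livers, 20 of 32 Nrf2 target genes rose and 2 fell, 18 of 24 cell cycle genes rose and 1 fell, and 16 of 21 macrophage and neutrophil markers and 13 of 15 interferon response genes rose and none fell (limma, n = 4 per group). Of 37 Yap and Taz target genes, 15 rose and 1 fell, and of 13 progenitor and cholangiocyte markers 6 rose and none fell. When adjusted over the list alone, the numbers that rose and fell were 24 and 2 for Nrf2 targets, 19 and 1 for the cell cycle, 18 and 0 for macrophages, 14 and 0 for interferon, 17 and 2 for Yap and Taz targets and 7 and 0 for progenitors. The medians, with adjusted p from camera, were 1.19 (adjusted p = 8.52e-11) for Nrf2 targets, 1.05 (adjusted p = 1.46e-08) for the cell cycle, 1.04 (adjusted p = 2.43e-09) for macrophages, 1.45 (adjusted p = 1.06e-10) for interferon, 0.43 (adjusted p = 4.56e-05) for Yap and Taz targets and 0.86 (adjusted p = 0.000453) for progenitors, and each had an adjusted p = 0.292 with an estimated correlation. Within chip 1 and chip 2 they were 0.98 and 1.33 for Nrf2 targets, 0.87 and 1.19 for the cell cycle, 0.92 and 1.20 for macrophages, 1.51 and 1.31 for interferon, 0.47 and 0.51 for Yap and Taz targets and 0.79 and 0.81 for progenitors. By camera, the medians between Atg7 KO and Olig1-Cre livers were 0.79 (adjusted p = 7.84e-08) for fibrosis, 0.69 (adjusted p = 1.75e-07) for progenitors and 0.30 (adjusted p = 1.93e-05) for Yap and Taz targets, while limma called 0 genes of each list. When adjusted over the list alone, 9 of 23, 3 of 13 and 8 of 37 genes were higher and 0, 0 and 1 lower. In the same order, their adjusted p from camera with an estimated correlation was 0.379, 0.374 and 0.473. The medians within the chips were 1.10 and 0.37, 0.69 and 0.66 and 0.43 and 0.28. All 4 Atg7 KO livers are male and of the Alb line, while all Olig1-Cre livers are of the Olig1 line and 3 are female. Genotype, line and sex can therefore not be told apart here. Olig1-Cre replicate 2, with 0.381 of the Atg7 KO change, also lowers the Olig1-Cre means of lists that rise in Atg7 KO livers.

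The Atg7 KO livers were all male and 3 of the 4 controls female, and limma called 3732 genes between them, against 1 in the highest of the other 34 splits of the 8 arrays. First of 35 is the best that these splits allow, so that chance in the grouping is unlikely but not excluded. Against the male control alone, 99.6% of the 3732 genes kept their direction and the median gene kept 1.02 of its log2 fold change, with 14 genes in the opposite direction. On most called genes the male control thus sat with the female controls. That control is 1 of the 4 in the full comparison, whose test favours genes on which the controls agree. The result was therefore partly set in advance and cannot decide how much the sex of the livers added to the calls. Against that control, the female-biased genes called lower kept 0.00391 of their log2 fold change, and the median of the female-biased list went from -2.62 to 0.11 and that of the male-biased list from -0.012 to -2.11, so that the sex of the controls is a candidate explanation for the drop of the female-biased genes. Among females alone, however, the female-biased list was lower in Olig1-Cre than in control livers as well (-2.12, adjusted p = 2.93e-06 from camera, 3 livers per group, with 12 of 14 genes called lower by limma), while over all livers its adjusted p was 0.512 with an estimated correlation. Whether these genes also fall in female Atg7 KO livers stays open, as no such liver was on these arrays.

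Clock genes differed between livers of 1 group: the log2 values of Arntl, a core clock gene, were 6.38, 5.01, 6.52 and 4.78 in Atg7 KO replicates 1 to 4, and those of Dbp, which peaks at the opposite time of day, 8.72, 10.33, 8.33 and 10.63. Over the 12 livers, the deviations of both from their group means correlated at r = -0.966 and rho = -0.923. Two-sided exact permutation within groups, over 13824 relabellings, gave p = 0.000723 for r and p = 0.00405 for rho. Without the 2 livers farthest in Dbp, r was -0.979, and within chip 1 and chip 2 (6 livers each) it was -0.975 and -0.974. No other relation was computed, but this one was chosen after the values were seen, so that its p-values may overstate the evidence. The permutation also treats the 4 controls as exchangeable, although they differ by line (Arntl 6.27 and 6.28 in the Alb line, 4.87 and 4.60 in the Olig1 line). The opposite deviations go with livers collected at different times of day. Mouse line is not the whole cause, since the 4 Atg7 KO livers are of 1 line. Between Atg7 KO and control livers, the clock genes Nr1d1 (log2 fold change -1.59, adjusted p = 5.35e-05 from limma) and Tef (-1.64, adjusted p = 0.00325) were lower, while Dbp (-1.70, adjusted p = 0.0692) and Arntl (0.17, adjusted p = 0.821) did not pass. Collection times are not given in the sources used here, so that a share of collection time in these differences, or another cause that shifts the clock of single mice, stays open.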
